# Ammonium tetrathiomolybdate treatment targets the copper transporter ATP7A and enhances sensitivity of breast cancer to cisplatin

**DOI:** 10.18632/oncotarget.12992

**Published:** 2016-10-31

**Authors:** Cristine L. Chisholm, Haitao Wang, Ada Hang-Heng Wong, Guelaguetza Vazquez-Ortiz, Weiping Chen, Xiaoling Xu, Chu-Xia Deng

**Keywords:** cisplatin, breast cancer, ATP7A, copper, resistance, sequestering

## Abstract

Cisplatin is an effective breast cancer drug but resistance often develops over prolonged chemotherapy. Therefore, we performed a candidate approach RNAi screen in combination with cisplatin treatment to identify molecular pathways conferring survival advantages. The screen identified ATP7A as a therapeutic target. ATP7A is a copper ATPase transporter responsible for intercellular movement and sequestering of cisplatin. Pharmaceutical replacement for ATP7A by ammonium tetrathiomolybdate (TM) enhanced cisplatin treatment in breast cancer cells. Allograft and xenograft models in athymic nude mice treated with cisplatin/TM exhibited retarded tumor growth, reduced accumulation of cancer stem cells and decreased cell proliferation as compared to mono-treatment with cisplatin or TM. Cisplatin/TM treatment of cisplatin-resistant tumors reduced ATP7A protein levels, attenuated cisplatin sequestering by ATP7A, increased nuclear availability of cisplatin, and subsequently enhanced DNA damage and apoptosis. Microarray analysis of gene ontology pathways that responded uniquely to cisplatin/TM double treatment depicted changes in cell cycle regulation, specifically in the G1/S transition. These findings offer the potential to combat platinum-resistant tumors and sensitize patients to conventional breast cancer treatment by identifying and targeting the resistant tumors' unique molecular adaptations.

## INTRODUCTION

Breast cancer affects approximately one in eight women in Western countries. In the U.S., more than 200,000 new breast cancer cases are diagnosed each year, with about 5% of which is caused by mutations in breast cancer associated gene 1 (*BRCA1*) and breast cancer associated gene 2 (*BRCA2*) [1–4]. Platinum drugs such as cisplatin (*cis*-[PtCl_2_(NH_3_)_2_], *cis*-diamminedichloroplatinum(II), cDDP), carboplatin and oxaliplatin serve as conventional treatment for breast cancer and other solid tumors [5–7]. Cisplatin is a crosslink-inducing DNA-damaging agent that causes cell death primarily via adduct-formation through adjacent guanine residues [8–10]. Cisplatin may also induce cell death by damaging cytoplasmic proteins, inducing apoptosis at the execution phase level [8, 9, 11].

Platinum agents are highly effective in combating *BRCA1*-associated breast cancer because there is defect in the homology-directed DNA repair capability of these tumors that contributes to genomic instability [12, 13]. Unfortunately, resistance to platinum agents often develops, through cellular adaptations that result in reduced drug uptake, increased efflux and sequestering, and enhanced detoxification, contributing to metastasis and overall treatment failure [14, 15]. Previous studies also indicate that altered gene expression, DNA copy number changes, and substantial genomic instability contribute to cisplatin resistance [9, 15, 16]. This underscores the need for identification of alternative and ameliorative treatments that re-sensitize cells to platinum agents.

In this study, we conducted an RNAi library screening combined with cisplatin treatment in human and mouse breast cancer cell lines to identify potential therapeutic agents. The copper transporting P-type ATPase, ATP7A [17], was one of the candidates that emerged from our screen. Herein, we describe how ATP7A specifically contributes to cisplatin resistance in breast cancer, and how combining cisplatin and ammonium tetrathiomolybdate (TM), which degrades ATP7A, to sensitizes breast tumor cells to cisplatin.

## RESULTS

### Candidate RNAi screen revealed ATP7A as a target for inducing cisplatin sensitivity

To identify specific gene and pathway targets that confer to cisplatin sensitivity upon knockdown, we utilized RNAi library screen combined with cisplatin treatment in human breast cancer cell lines. This screen was carried out in three human breast cancer cell lines, MDA-MB-231, T47D and MCF7, respectively. These cell lines were determined to be resistant to cisplatin by National Cancer Institute (NCI) *In Vitro* Cell Line Screening Project (IVCLSP). Cells were treated with cisplatin alone at its IC_50_ (50% lethality) dose of 10 μM for MCF-7 and 36 μM for MDA-MB-231 and T47D, or in combination with a human siRNA siGENOME library (Thermo Dharmacon). Our RNAi library comprised of siRNA against 55 custom-selected genes (Supplementary Table S1), including genes identified in the common genomic gain regions found in the cisplatin resistant breast cancer cells and associated with poor prognosis in breast cancer, which are located on chromosomes 6p12, 6p21, 11q13, 20q13.2 and several regions of 14q [18–21]. Additionally, we included siRNA targeting genes related to stem cell maintenance, such as *SOX2* and *OCT3/4*, as well as drug detoxifying enzymes, and transporters involved in drug and metal flux.

In our RNAi screen, 14 out of 55 (25.5%) of the candidates exhibited synergy in cell killing when combined with cisplatin at corresponding cisplatin IC_50_ dose (Figure 1A), some of which were reported to contribute to cisplatin resistance when overexpressed, such as *STAT3*, *MDR1* and *ATP7A* [22, 23]. To validate the RNAi result, the human breast cancer cell lines T47D, MDA-MB-231 and MCF7, as well as the *BRCA1*-mutant mouse breast cancer cell line 69, were treated with cisplatin alone or in combination with *ATP7A* siRNA respectively. Indeed, significantly enhanced cytotoxicity was achieved with combined treatment of *ATP7A* siRNA and cisplatin in all cell lines (Figure 1B). Increased protein levels of ATP7A or ATP7B (both are copper export pumps) were reported to correlate to cisplatin resistance a in several human cancer cell lines examined [24, 25]. Studies also showed that ATP7A sequesters cisplatin into cell vesicles (such as lysosomes) [26, 27]. Therefore, we chose to study the role of ATP7A in cisplatin resistance.

**Figure 1:**
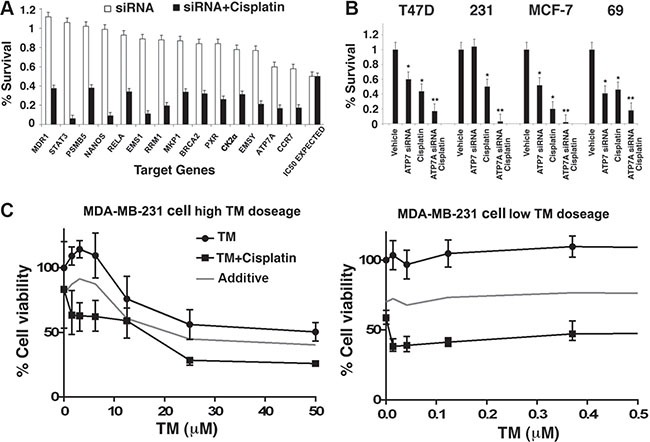
Identification and validation of a target pathway that affects cisplatin response in human breast cancer (**A**) 14 out of 55 candidate gene siRNAs that exhibited synergistic effect with cisplatin upon double treatment in T47D cells were shown. Cell survival rate was measured by ATP release assay after treatment with 36 μM (IC_50_) cisplatin with or without siRNA, and normalized to both the non-targeting siRNA and vehicle control. (**B**) Validation of synergistic effect of cisplatin and *ATP7A* knockdown in three human breast cancer cell lines T47D, MDA-MB-231 and MCF-7, and one mouse breast cancer cell line 69 using RNAi pools distinct from the initial candidate screen. (**C**) Dose response curve of MDA-MB-231 upon TM treatment in the absence or presence of 10 μM cisplatin. MTT assay was used to determine cell survival rate after 3 days drug treatment.

### Ammonium tetrathiomolybdate treatment sensitizes breast cancer cells to cisplatin

We first tested three metal chelating agents: neucoprine ([C_14_H_12_N_2_], 2,9-dimethyl-1,10-phenanthroline), ammonium tetrathiotungstate ([(NH_4_)_2_WS_4_], TT), and ammonium tetrathiomolybdate ([(NH_4_)_2_MoS_4_], TM). While neucoprine and TT treatment alone or in combination with cisplatin on the four cell lines under investigation did not have significant effect on cell survival, our results indicated that double treatment with TM and cisplatin significantly sensitized breast cancer cells to a level comparable to that attained with *ATP7A* siRNA (data not shown). Furthermore, we plotted a dose response curve of TM in the MB-MDA-231 human breast cancer cell line at its cisplatin IC_30_ dose of 10 μM, or in the absence of cisplatin. A 20% decrease in overall cell survival was observed after cisplatin/TM treatment as compared to the predicted additive curve (Figure 1C). It is noteworthy that the synergy between TM and cisplatin occurred at very low TM concentration, which had virtually very low or no effect on cell viability (Figure 1C).

TM is designated an orphan drug in the U.S., and was first used therapeutically in the treatment of copper toxicosis and Wilson's disease [28, 29]. TM serves as an attractive anti-cancer compound on the basis of its ability to act as both an angiogenesis inhibitor and copper trafficking protein inhibitor [30, 31], and is currently being tested in clinical trials in combination with doxorubicin and alone for the treatment of metastatic breast cancer [32]. We hypothesized that TM exerts distinct ameliorative effects in combination with conventional platinum chemotherapy independent of its effects on tumor vascularization.

### Cisplatin and TM synergistically inhibit tumor progression through inhibition of cancer stem cells accumulation and proliferation

Afterwards, we tested the effect of cisplatin/TM double treatment *in vivo* utilizing athymic nude mice implanted with breast cancer cells. For this experiment, 1 × 10^6^ *BRCA1*-mutant mouse breast cancer cells were implanted in the bilateral 4^th^ mammary fat pads of athymic nude mice at 6–10 weeks of age. Tumors became visible 7–14 days post-implantation, and drug administration was initiated when tumor reached 200 mm^3^. Mice were intraperitoneally (IP) injected with cisplatin at 6 mg/kg body weight with or without oral administration of TM at 0.030 mg/mL in drinking water. Tumor volume of cisplatin/TM double treated mice (Cis/TM) was significantly smaller than untreated (Untr) and mono-treated (TM or Cis) groups in 69 allograft model (Figure 2A). Mice treated with cisplatin alone had smaller tumor volume and longer survival than the mice treated with TM alone (data not shown). Similar tumor progression profile was observed in MDA-MB-231 xenograft mice (Figure 2B).

**Figure 2:**
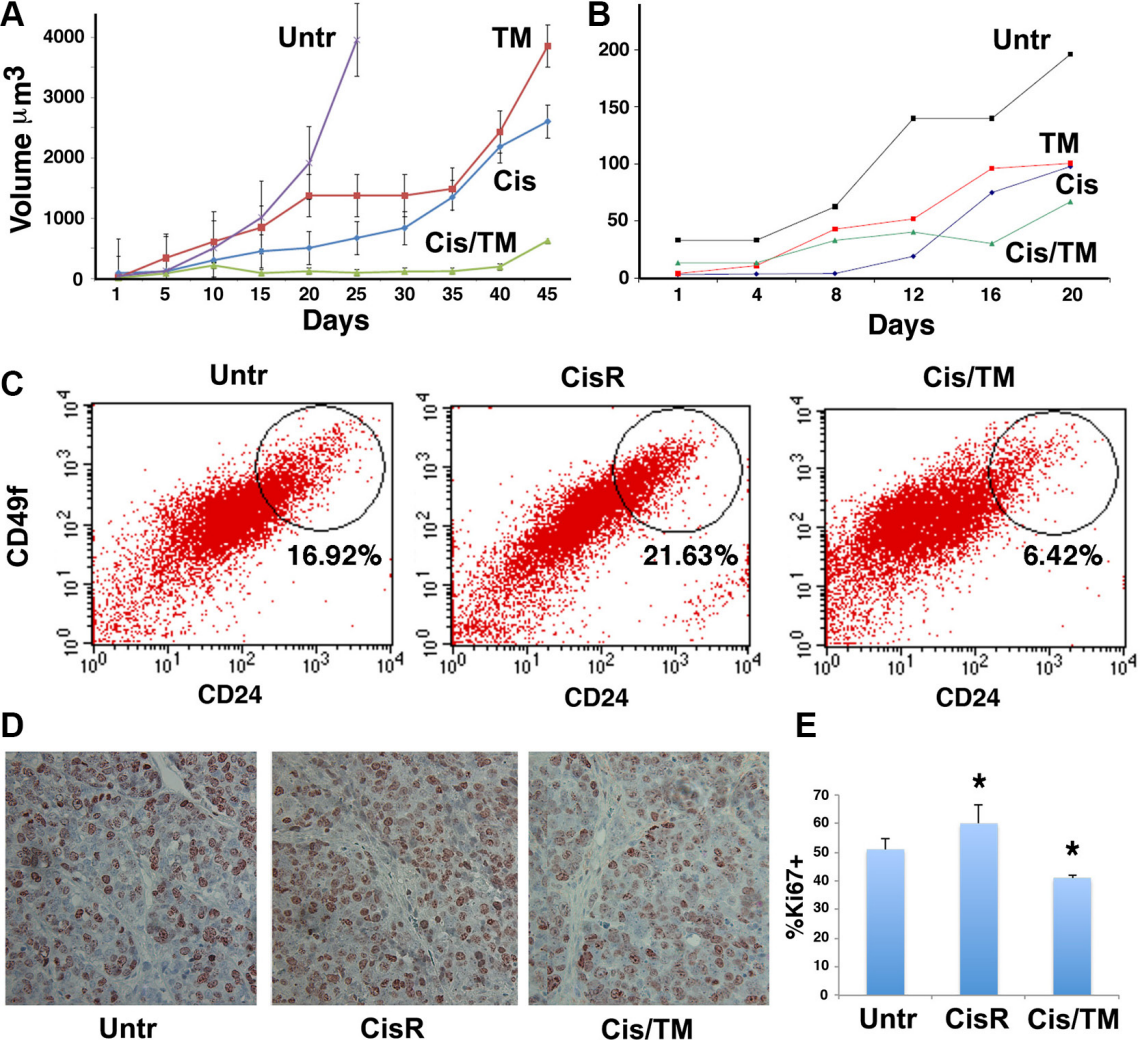
Cisplatin/TM combined therapy inhibits cancer growth and cancer stem cell accumulation *in vivo* (**A**, **B**) Average tumor volumes were measured in athymic nude mice implanted with allografts of *BRCA1*-mutant mouse 69 breast cancer cells (A) or xenografts of human MDA-MB-231 breast cancer cells (B). Mice received cisplatin (Cis), TM, cisplatin/TM (Cis/TM), or no treatment (Untr) (*N* = 5 per group). (**C**) Percentage of CD24^hi^ and CD49f^hi^ cells was profiled using combination of CD24 and CD49f antibodies. Flow cytometry analysis of 69 allograft tumor-dissociated cells revealed an elevation of CD24^hi^CD49f^hi^ CSC population in cisplatin mono-treated resistant tumors (CisR) as compared to untreated tumors (Untr), whereas a decline of CSC population was observed in cisplatin/TM double treated tumors (Cis/TM) (**D**, **E**) Ki67 positive cells were detected by immunohistochemical staining with an antibody against Ki67 (D) and shown as percentage of total cells (E). *P < 0.05 by Student's *T*-test.

We have previously shown that prolonged treatment of cisplatin induces cisplatin resistance that is accompanied by accumulation of cancer stem cells (CSCs) [13]. This was observed in cisplatin mono-treated 69 allograft tumors harvested at 45 days post-treatment, as seen by the stark rise of tumor growth curve (Figure 2A). Thus, we refer to this tumor as the cisplatin mono-treated resistant tumor (CisR) hereafter. Flow cytometry analysis of 69 allograft tumor-dissociated cells revealed an elevation of CD24^hi^ CD49f^hi^ CSC population in cisplatin mono-treated resistant tumors (CisR) as compared to untreated tumors (Untr), whereas a decline of CSC population was observed in cisplatin/TM double treated tumors (Cis/TM) (Figure 2C).

Using these 69 allograft tumors, we analyzed cell proliferation using Ki67, a common biomarker used for the diagnosis of aggressiveness of many types of cancers, including breast cancer. Immunostaining of 69 allograft mouse tumor sections showed increased Ki67 antibody staining on untreated mouse tumor (Untr) and cisplatin mono-treated resistant tumors (CisR), as compared to cisplatin/TM double treated tumors (Cis/TM) (Figure 2D). Quantification of Ki67 staining depicted over 20% reduction in Ki67 staining in cisplatin mono-treated resistant tumors (CisR) as compared to cisplatin/TM double treated tumors (Cis/TM) (Figure 2E). Furthermore, the increase in Ki67 staining in cisplatin mono-treated resistant tumors (CisR) as compared to untreated tumors (Untr) in this experiment (Figure 2E) suggested that acquisition of cisplatin resistance correlated to increased cell proliferation. Conversely, cisplatin/TM double treated tumors had retarded tumor growth, less CSCs and lower Ki67 levels. Taken together, our allograft model suggested that TM overcomes cisplatin resistance through inhibition of cancer stem cells accumulation and cell proliferation.

Aside from CSC accumulation and cell proliferation, we also performed terminal dUTP nicked end labeling (TUNEL) assay and immunohistochemical staining of antibodies against γH2AX and 53BP1, in order to assess apoptosis through DNA fragmentation and DNA damage. Results showed that cisplatin mono-treatment resulting in resistance emergence (CisR) led to more TUNEL-positive staining and γH2AX foci as compared to untreated mouse allograft tumors (Untr), whereas further elevation was observed in cisplatin/TM double treated mouse allograft tumors (Cis/TM) (Figure 3A), suggesting that TM promotes apoptosis and DNA damage. Quantification of the stained sections showed that the number of TUNEL-positive cells (Figure 3B) in cisplatin/TM double treated tumors (Cis/TM) was positively correlated to the percentage of γH2AX-positive cells (Figure 3C) and increased γH2AX foci (Figure 3D), as compared to cisplatin mono-treated resistant tumors (CisR) and untreated tumors (Untr). Consistent with this, elevated foci of 53BP1, which is recruited to sites of aberrant fork structures to suppress homologous recombination and facilitate non-homologous end joining [33], was observed in cisplatin/TM double treated tumors (Cis/TM) as compared to cisplatin mono-treated resistant tumors (CisR) and untreated control (Untr) (Figure 3A). Taken together, these data suggested that TM enhances tumor apoptosis synergistically with cisplatin and overcomes cisplatin resistance by increasing platinum-induced DNA damage and cell death in breast cancer.

**Figure 3:**
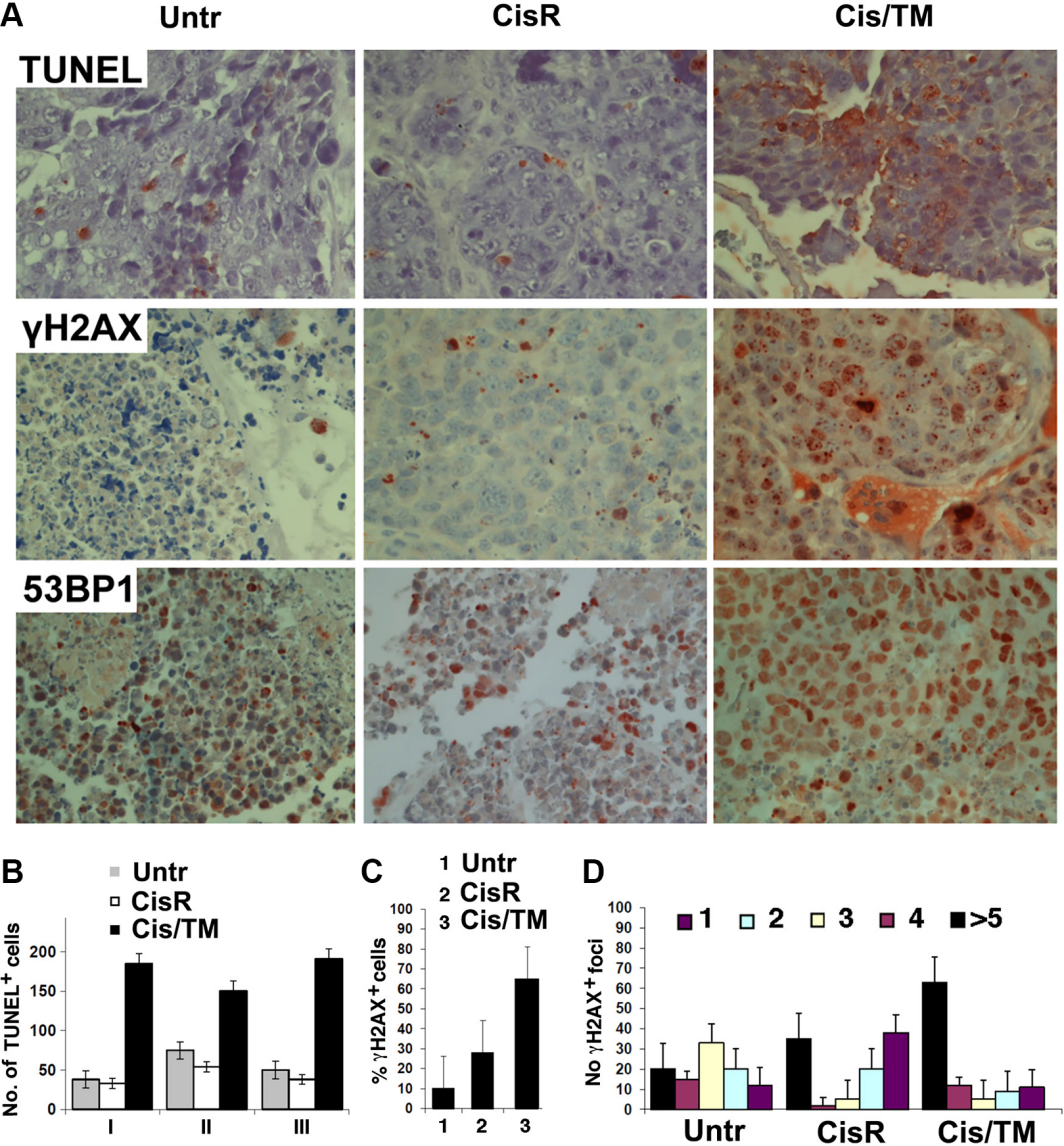
TM enhances cisplatin sensitivity in cisplatin/TM combined therapy in athymic nude mouse models through enhancement of DNA damage and apoptosis (**A**) Apoptosis and DNA damage was revealed by immunohistochemical analysis of tumor sections from allografted mice that developed resistance to cisplatin or responded to cisplatin/TM (Cis/TM) treatment with tumor regression. (**B**) Number of TUNEL^+^ cells per arbitral area in untreated (Untr), cisplatin resistant (CisR) and cisplatin/TM (Cis/TM) treated tumors. I, II and III represent three different cancers. (**C**) Number of γH2AX^+^ cells per arbitral area in untreated (Untr), cisplatin resistant (CisR) and cisplatin/TM (Cis/TM) treated tumors. (**D**) Number of γH2AX foci per nucleus in untreated (Untr), cisplatin resistant (CisR) and cisplatin/TM (Cis/TM) treated tumor cells.

### Microarray analysis reveals changes in gene expression unique to cisplatin and TM combinatorial treatment

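MDA-MB-231 is an established human triple-negative breast cancer cell line. Cisplatin is a platinum drug that crosslinks DNA, and TM is a copper chelator. Cells were treated with 36 µM cisplatin, with 10 µM TM or with both drugs for 12 h or 24 h, and their RNA was hybridized to Affymetrix Human Gene 1.0 ST arrays. The data hold 20 arrays in 7 groups, with 2 arrays of cells treated with TM for 12 h (TM 12 h) and 3 arrays of every other group (Control, Cis 12 h, Cis 24 h, TM 24 h, Cis/TM 12 h and Cis/TM 24 h). The methods describe vehicle controls at both times, whereas the labels of the 3 control arrays give no time, so the same 3 arrays serve as controls for 12 h and for 24 h. For RNA isolation the methods name an RNeasy kit and the sample labels name Trizol. The cells were treated in triplicate in 6-well plates and nothing states that the arrays came from separate cultures, so the p-values may measure technical spread. The number of arrays per group limits the precision.

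The authors had corrected, normalized and summarized the probe intensities with RMA, and their log2 values were taken as deposited. Of the transcript clusters, 21214 carried a gene symbol, and 18417 genes were compared with limma, each by its cluster with the highest mean. A gene was called up- or downregulated at an adjusted p under 0.05 and a fold change over 1.5. The median standard error of a log2 fold change was 0.135, and 0.151 in comparisons with TM 12 h. Within a group, pairs of arrays correlated across genes with r from 0.983 to 0.997, and treated arrays correlated with control arrays with r from 0.932 to 0.982 (genes are not independent replicates). The first principal component held 47.8% of the variance and ran from the arrays of Cis 12 h to the control arrays, with TM nearest to Control, while Cis 12 h A and TM 24 h A lay apart from their groups on the second.

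The arrays also differed in the shape of their values. The SD over genes was 2.02 ± 0.014 (SD, n = 3) on the control arrays and 2.13 ± 0.041 (SD, n = 17) on the treated arrays (exact permutation test, two-sided, p = 0.00175 over 1140 arrangements). This test counts each array as a separate unit, although the treated arrays are replicates of 6 groups. With 1 control group, it cannot tell an effect of treatment from a difference between any groups of arrays. Log2 fold changes against Control rose with the mean level of a gene in all 6 comparisons, with Spearman's rho from 0.23 to 0.50 across genes. The mean of the array medians lay above Control by 0.15 in Cis 12 h, 0.11 in Cis/TM 12 h, 0.09 in Cis 24 h, 0.07 in TM 24 h, 0.06 in TM 12 h and 0.03 in Cis/TM 24 h. The median log2 fold change over all genes was not raised, and ran from −0.046 in Cis/TM 12 h to −0.002 in TM 24 h. Centring each array on its median removes the difference between array medians but lowers all fold changes against Control by it. Counts after median centring carry that offset.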

To study the mechanism underlying synergistic action between cisplatin and TM on tumor growth, we compared changes in gene expression using microarray and conducted pathway analysis to investigate changes in gene expression profiles in MDA-MB-231 breast cancer cells under treatment with TM, cisplatin and cisplatin/TM. Our data revealed that cisplatin treatment for 12 hours and 24 hours induced expression change of 5,884 genes and 4,127 genes, respectively. 

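After 12 h of cisplatin, the gene with the largest rise was ID2, an inhibitor of basic helix-loop-helix transcription factors. Its log2 value was 9.43 ± 0.12 (SD, n = 3) in Cis 12 h and 5.04 ± 0.25 (SD, n = 3) in Control, a log2 fold change of 4.39 (standard error 0.21, adjusted p = 1.4e-11). SNAI1, a transcription factor of the epithelial-mesenchymal transition, rose by 3.16 (standard error 0.17, adjusted p = 8.9e-11), and CXCL8, which encodes interleukin-8, rose by 2.96 (standard error 0.15, adjusted p = 2.0e-11). The largest falls included KLHL4, with −3.11 (standard error 0.15, adjusted p = 1.4e-11), and GPHN, which encodes the scaffold protein gephyrin, with −2.96. The largest rises and falls against Control were named only among called genes whose arrays did not overlap. By that choice, all 3 treated arrays of these genes lay on the same side of all 3 control arrays.

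At 24 h RFPL4A rose by 2.62 (standard error 0.10, adjusted p = 3.0e-12), and CDCA5, which encodes the cohesion factor sororin, rose by 2.35 (standard error 0.22, adjusted p = 1.6e-07). ST6GALNAC3, a sialyltransferase, fell by 3.55 (standard error 0.16, adjusted p = 1.1e-11), and PTPRM, a receptor tyrosine phosphatase, fell by 3.19 (standard error 0.13, adjusted p = 3.0e-12). In the direct comparison of Cis 24 h with Cis 12 h, 1327 genes were higher and 629 lower at 24 h (1049 and 796 with the trend with level removed). ID2 was lower at 24 h by a log2 difference of −2.40 (standard error 0.21, adjusted p = 2.0e-07).

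Against Control, 4701 genes changed in Cis 12 h, 2718 upwards and 1983 downwards, and 3018 changed in Cis 24 h, 2115 upwards and 903 downwards. The groups did not overlap in 47.4% of all genes at 12 h and in 45.8% at 24 h, where chance gives 10%. The balance of directions depends on the scaling. With each array centred on its median, which lowers the fold changes, 2027 genes rose and 3075 fell in Cis 12 h, and 1607 rose and 1359 fell in Cis 24 h. Quantile normalization of the 20 arrays gave 2259 and 2120 in Cis 12 h, and 1306 and 1025 in Cis 24 h. Removal of the trend with level gave 2140 and 2065 in Cis 12 h, and 1178 and 1020 in Cis 24 h.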

TM treatment at these two time points induced expression change of 3,539 and 2,119 genes respectively, while cisplatin and TM double treatment induced expression change of 5,665 and 2,088 genes at 12 hours and 24 hours post-treatment respectively (Supplementary Table S3). 

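Under TM alone, RNVU1-15, a variant of the U1 RNA of the spliceosome, rose most at both times, by log2 fold changes of 3.42 in TM 12 h (standard error 0.29, adjusted p = 4.6e-07, higher in 2 of 2 arrays than in all 3 controls) and 2.45 in TM 24 h (standard error 0.26, adjusted p = 6.0e-06). Probes for such near-identical copies cannot assign the signal to 1 copy. TWNK, the mitochondrial DNA helicase, rose by 2.22 (standard error 0.25, adjusted p = 5.4e-06) at 12 h. TXNIP, an inhibitor of thioredoxin, fell by 1.90 at both times (adjusted p = 2.9e-09 at 12 h and 3.9e-10 at 24 h), and CYP1B1, a cytochrome P450, fell by 1.98 at 12 h and 2.15 at 24 h. The direct comparison of TM 24 h with TM 12 h called 1 gene, the antisense transcript SLC25A5-AS1 (log2 difference −0.71, standard error 0.11, adjusted p = 0.0337), which was no longer called (0 genes) when any 1 of these 5 arrays was left out.

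Under cisplatin/TM at 12 h, ID2 rose by 4.33 (standard error 0.21, adjusted p = 2.4e-11) and BCL2A1, an anti-apoptotic BCL2 family member, by 2.90 (standard error 0.20, adjusted p = 1.3e-09). At 24 h, CXCL8 rose by 1.90 (standard error 0.15, adjusted p = 7.2e-08) and CA2, a carbonic anhydrase, by 1.85 (standard error 0.14, adjusted p = 6.6e-08). ST6GALNAC3 fell by 3.41 (standard error 0.16, adjusted p = 1.5e-10) and NLGN1, the adhesion protein neuroligin 1, fell by 2.69 (standard error 0.20, adjusted p = 6.6e-08). Between the times, 1045 genes were higher and 1487 lower in Cis/TM 24 h than in Cis/TM 12 h (1347 and 1140 after median centring).

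**Figure D1:**
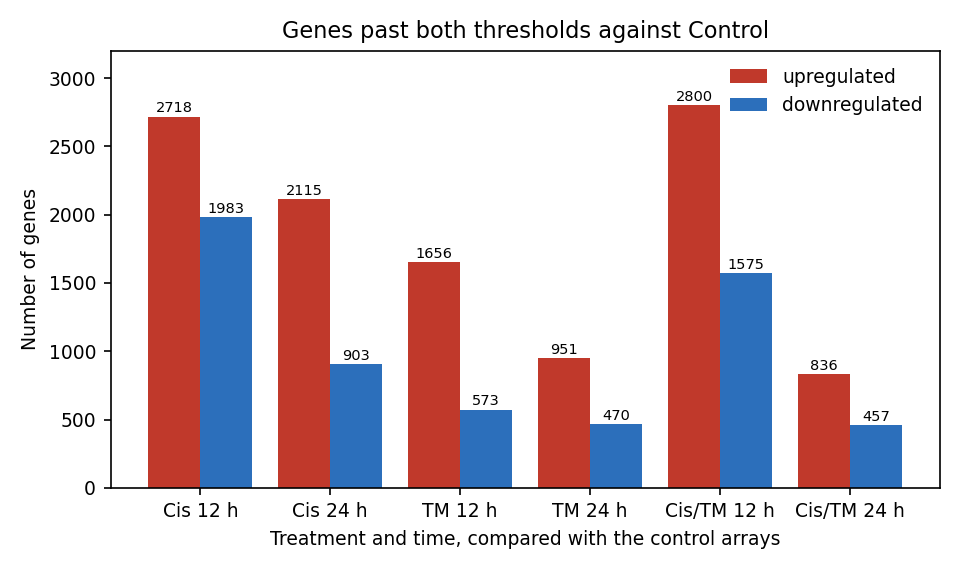
Number of genes called up- or downregulated against the 3 control arrays (vertical axis) in each treatment and time (horizontal axis). Cis/TM 12 h has 2800 upregulated genes and Cis/TM 24 h has 836, and the split between directions moves with the scaling of the arrays.

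TM changed 1656 genes upwards and 573 downwards at 12 h, and 951 and 470 at 24 h. Cisplatin/TM changed 2800 upwards and 1575 downwards at 12 h, and 836 and 457 at 24 h. In TM 12 h the groups did not overlap in 50% of genes, where chance gives 20%, and the shares were 29% in TM 24 h, 52.6% in Cis/TM 12 h and 31.4% in Cis/TM 24 h, where chance gives 10%. Median centring gave 1369 up and 866 down in TM 12 h, 659 and 708 in TM 24 h, and 2272 and 2363 in Cis/TM 12 h. Quantile normalization gave 970 and 671 in TM 12 h, 600 and 595 in TM 24 h, and 583 and 497 in Cis/TM 24 h. Removal of the trend with level gave 889 and 699, 531 and 572, 1991 and 1749, and 507 and 478 in TM 12 h, TM 24 h, Cis/TM 12 h and Cis/TM 24 h, respectively.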

Next, we used the Venn diagram to identify genes whose expression was altered at both 12 hours and 24 hours under each treatment condition. 

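CDCA5 rose in every one of the 6 comparisons with Control, by log2 fold changes from 1.51 to 2.55. DUSP1, a phosphatase that inactivates MAP kinases, rose by 1.34 to 2.00, and MYBL2, a transcription factor of the cell cycle, by 1.31 to 1.71. ST6GALNAC3 fell in all 6 comparisons.

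Of the genes called at 12 h and at 24 h in the same direction, cisplatin raised 1625 and lowered 695, TM raised 895 and lowered 328, and cisplatin/TM raised 634 and lowered 355. In cisplatin/TM, 75.8% of the genes raised at 24 h had also risen at 12 h, and the share was 94.1% under TM. Genes called at both times but in opposite directions numbered 9 under cisplatin, 7 under cisplatin/TM and 0 under TM. The same control arrays enter both times, so the 2 lists are not independent. Independent lists of these sizes would share 312 raised and 97.2 lowered genes under cisplatin, 85.5 and 14.6 under TM, and 127 and 39.1 under cisplatin/TM. At an unadjusted p under 0.05 with the fold minimum, the arrays shared 1626 raised and 699 lowered genes under cisplatin, 905 and 344 under TM, and 644 and 366 under cisplatin/TM, and 20 simulations of unchanged groups measured against 1 set of controls shared on average 1.3 and 1.3, 1.2 and 1.45, and 0.95 and 1.4, which leaves out any real effect. The covariance of the 2 sets of fold changes across genes was 0.227 under cisplatin, 0.122 under TM and 0.143 under cisplatin/TM, against 0.011 in the simulations. The 3 controls cannot be split between the times, so part of the excess may come from them.

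After median centring, cisplatin raised 1192 genes and lowered 1117 at both times, and TM 632 and 485. Quantile normalization gave 1020 and 860 under cisplatin, 522 and 421 under TM, and 416 and 389 under cisplatin/TM, and removal of the trend with level gave 910 and 868, 479 and 437, and 352 and 387.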

Data indicated that 3,156 genes (2,355 upregulated and 801 downregulated genes) overlapped at both time points upon cisplatin treatment (Figure 4A); 1,836 genes (1,449 upregulated and 387 downregulated genes) overlapped at both time points upon TM treatment (Figure 4B); and 1,576 genes (1,143 upregulated and 433 downregulated genes) overlapped at both time points upon cisplatin/TM double treatment (Figure 4C). Enrichment of KEGG pathway analysis of these common genes (including both upregulated and downregulated genes) identified pathways that were significantly changed in cisplatin, TM and cisplatin/TM treated tumors (Supplementary Figure S2). 

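Under TM, 19 of 43 measured genes of ribosome biogenesis were among those raised at both times (one-sided Fisher's exact test against the 18417 genes, adjusted p = 1.0e-12). The shift of the whole list by camera had adjusted p = 0.0382 in TM 12 h and adjusted p = 0.0627 in TM 24 h with an estimated correlation. NOB1, an endonuclease of small subunit maturation, had log2 fold changes of 1.74 at 12 h (standard error 0.15, adjusted p = 4.8e-07) and 1.37 at 24 h (standard error 0.13, adjusted p = 2.9e-06). Genes of the integrated stress response made up 7 of 34 members among those lowered by TM at both times (adjusted p = 8.0e-05). At 12 h 6 members rose and 8 fell, at 24 h 1 rose and 8 fell, and the list as a whole had adjusted p = 0.52 and adjusted p = 0.168 with an estimated correlation. Of the lowered members, ASNS, asparagine synthetase, fell by 1.19 at 24 h (standard error 0.09, adjusted p = 1.0e-07) and DDIT4, an inhibitor of mTORC1 signaling, by 1.26 (standard error 0.13, adjusted p = 4.7e-06).

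Cisplatin raised 28 of 101 spliceosome genes at both times (adjusted p = 7.5e-07), and 12 of 37 p53 target genes (adjusted p = 3.3e-04; 0.0757 with the trend with level removed). As whole lists in Cis 12 h and Cis 24 h, the spliceosome had adjusted p = 0.233 and 0.0963 and p53 target genes adjusted p = 0.0728 and 0.0305 with an estimated correlation. Among the p53 target genes PMAIP1, the pro-apoptotic protein Noxa, rose by 2.79 at 12 h (standard error 0.11, adjusted p = 1.0e-12) and 1.36 at 24 h (standard error 0.11, adjusted p = 2.1e-08). Cisplatin/TM raised 11 of 43 glutathione metabolism genes at both times (adjusted p = 6.5e-06; as a whole list, adjusted p = 0.0578 at 12 h and 0.048 at 24 h with an estimated correlation), with GSTP1, a glutathione S-transferase, at 1.95 at 12 h (standard error 0.14, adjusted p = 2.4e-09) and 1.05 at 24 h (standard error 0.14, adjusted p = 4.2e-05). A list of gap junction, axon guidance and O-glycan genes held 13 of its 50 members among the genes lowered by cisplatin (adjusted p = 1.2e-06) and 9 among those lowered by cisplatin/TM (adjusted p = 1.7e-05). As a whole list it had adjusted p = 0.139 in Cis 12 h, 0.0616 in Cis 24 h, 0.121 in Cis/TM 12 h and 0.0658 in Cis/TM 24 h with an estimated correlation.

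Of 42 lists, 21 were enriched among the genes raised at both times by cisplatin, 11 by TM and 17 by cisplatin/TM, and among the lowered genes 1, 1 and 2. These counts depend on the genes that the lists are compared with. Leaving out the lowest 25% of genes by mean weakened 15 of the results for raised genes. The 49 enriched lists of raised genes ranged from 34 to 69 over the settings chosen beforehand. The study chose the spliceosome, p53, glutathione and gap junction pathways on these arrays, so their enrichment is not independent evidence.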

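POLR2A, the largest subunit of RNA polymerase II, rose by log2 fold changes of 1.89 in Cis 12 h (standard error 0.10, adjusted p = 5.0e-11), 0.93 in TM 12 h (standard error 0.11, adjusted p = 1.2e-05) and 1.97 in Cis/TM 12 h (standard error 0.10, adjusted p = 4.0e-11), and was still raised in Cis/TM 24 h, by 1.16 (standard error 0.10, adjusted p = 3.2e-07). Among genes raised at both times, RNA polymerase subunits made up 14 of 29 measured members under cisplatin (adjusted p = 7.5e-07) and 11 under TM (adjusted p = 7.3e-07). As a whole list (camera), they had adjusted p = 0.234 in Cis 12 h, 0.191 in Cis 24 h, 0.0682 in TM 12 h and 0.111 in TM 24 h with an estimated correlation. Under cisplatin/TM they made up 3 (adjusted p = 0.153; 0.0146 without Cis/TM 24 h replicate C), since 17 of the subunits rose at 12 h and 3 at 24 h.

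DNA replication genes held 11 of 36 members in these sets under cisplatin (adjusted p = 9.7e-04), 10 under TM (adjusted p = 5.9e-05) and 7 under cisplatin/TM (adjusted p = 0.00193). As a whole list, the adjusted p was 0.458 in Cis 12 h, 0.0337 in Cis 24 h, 0.059 in TM 12 h and 0.0885 in TM 24 h with an estimated correlation. It was 0.183 in Cis/TM 12 h and 0.0367 in Cis/TM 24 h. With the trend with level removed, the enrichment under TM had an adjusted p of 0.0724. MCM7, a subunit of the replicative helicase, rose by 1.35 in TM 12 h (standard error 0.15, adjusted p = 6.1e-06) and 1.39 in Cis 24 h (standard error 0.14, adjusted p = 3.1e-07).

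The proteasome held 13 of 37 members under cisplatin (adjusted p = 7.4e-05) and 6 each under TM (adjusted p = 0.0316) and cisplatin/TM (adjusted p = 0.00912). As a whole list by camera, the adjusted p was 0.0656 in Cis 12 h and 0.0627 in TM 24 h with an estimated correlation. In the same test it was 0.0305 in Cis 24 h, 0.0249 in TM 12 h, 0.0247 in Cis/TM 12 h and 0.0367 in Cis/TM 24 h. The enrichment under TM had adjusted p = 0.205 without Control C, 0.121 without TM 24 h C, 0.0519 without TM 24 h A and 0.198 with the trend with level removed. PSMC3, an ATPase of the regulatory particle, rose by 1.83 in Cis 12 h (standard error 0.13, adjusted p = 1.1e-09) and 0.87 in TM 24 h (standard error 0.13, adjusted p = 9.6e-05).

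Of the DNA repair lists, base excision repair held 8 of 32 members under cisplatin (adjusted p = 0.0146), nucleotide excision repair 9 of 40 under cisplatin (adjusted p = 0.0164) and homologous recombination 7 of 29 under TM (adjusted p = 0.002). As whole lists with an estimated correlation, base excision repair had adjusted p = 0.111 in Cis 12 h and 0.0209 in Cis 24 h, nucleotide excision repair 0.494 and 0.122, and homologous recombination 0.116 in TM 12 h and 0.138 in TM 24 h. Under cisplatin/TM, homologous recombination held 5 of 29 (adjusted p = 0.012), mismatch repair 4 of 21 (adjusted p = 0.0169) and interstrand crosslink repair 4 of 30 (adjusted p = 0.0463). As a whole list with an estimated correlation, homologous recombination had adjusted p = 0.54 in Cis/TM 12 h and 0.048 in Cis/TM 24 h. In the same order, mismatch repair had 0.279 and 0.048, and crosslink repair 0.439 and 0.114. Homologous recombination was lost under cisplatin/TM without Cis/TM 24 h replicate A (0.118), Cis/TM 24 h replicate C (0.0522), Control A (0.162), Control B (0.0823) or Control C (0.0544), crosslink repair without Cis/TM 24 h replicate A (0.121), Control A (0.0534) or Control B (0.0826), and mismatch repair without Cis/TM 24 h replicate A (0.054). With the trend with level removed, homologous recombination and crosslink repair each had adjusted p = 0.247. The repair lists share members with DNA replication, and without those members base excision repair had adjusted p = 0.0687 and nucleotide excision repair 0.175 under cisplatin, and mismatch repair 0.309, homologous recombination 0.0774 and crosslink repair 0.0525 under cisplatin/TM. Of 17 pathways taken from the study, 4 were enriched under all 3 treatments, namely DNA replication, p53 target genes, the proteasome and the pentose phosphate pathway. As whole lists with an estimated correlation, p53 target genes had adjusted p = 0.101 in TM 12 h and 0.168 in TM 24 h, and the pentose phosphate pathway 0.458 in Cis 12 h, 0.155 in Cis 24 h, 0.118 in TM 12 h, 0.168 in TM 24 h, 0.279 in Cis/TM 12 h and 0.356 in Cis/TM 24 h. The latter was lost under cisplatin without Control C (adjusted p = 0.161) and under cisplatin/TM without Cis/TM 24 h replicate C (adjusted p = 0.326), Cis/TM 24 h replicate B (0.0856), Cis/TM 24 h replicate A (0.054), Control A (0.0896) or Control C (0.0938), and p53 target genes under TM without TM 24 h A (0.263), TM 24 h B (0.0986), Control B (0.138) or Control C (0.0723). Because the study chose them on these arrays, the counts are not independent evidence.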

Inspection of the top 10 upregulated pathways under these treatment conditions identified 3 pathways in common, i.e. RNA polymerase, proteasome, and DNA replication, together with a number of pathways involved in DNA damage repair (Figure 4D–4F). Because double treatment of cisplatin and TM is most effective in triggering DNA damage, apoptosis, and inhibition of cancer growth, we first focused on the pathways changed in the double treated cells. 

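In cells treated with cisplatin/TM for 24 h, 16 of 36 measured DNA replication genes rose, none fell and 20 did not pass (16 and 0 adjusted over the list alone), with a median log2 fold change of 0.57. RNASEH2A, which removes RNA from DNA, rose by 1.06 (standard error 0.12, adjusted p = 7.9e-06), POLA2, a subunit of the primase complex, by 0.91 (standard error 0.10, adjusted p = 5.5e-06) and RFC2, of the clamp loader, by 0.88 (standard error 0.10, adjusted p = 1.1e-05). At 12 h, 14 rose, 2 fell and 20 did not pass (14 and 2 adjusted over the list alone, median 0.43).

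Of 29 homologous recombination genes, 10 rose and none fell at 24 h (10 adjusted over the list alone), including BRCA1 with 1.10 (standard error 0.15, adjusted p = 6.7e-05) and the helicase gene BLM with 0.88 (standard error 0.12, adjusted p = 6.1e-05), whereas at 12 h 6 rose and 3 fell. Mismatch repair had 7 of 21 genes raised at 24 h, among them the exonuclease gene EXO1 with 0.93 (standard error 0.09, adjusted p = 9.1e-07), and 16 of its members are also DNA replication genes. Base excision repair had 14 of 32 genes raised and 1 lowered at 12 h and 11 raised at 24 h, and nucleotide excision repair 11 of 40 raised and 1 lowered at 12 h and 9 raised at 24 h, including DDB2, a damage sensor, with 0.97 (standard error 0.13, adjusted p = 5.4e-05). Of 37 p53 target genes, 20 rose and none fell at 12 h (20 adjusted over the list alone), and 8 rose at 24 h, among them the cell cycle inhibitor CDKN1A with 1.98 at 12 h (standard error 0.14, adjusted p = 2.1e-09) and 1.26 at 24 h (standard error 0.14, adjusted p = 5.9e-06). RNA polymerase subunits had a median log2 fold change of 0.84 at 12 h and 0.29 at 24 h.

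**Figure D2:**
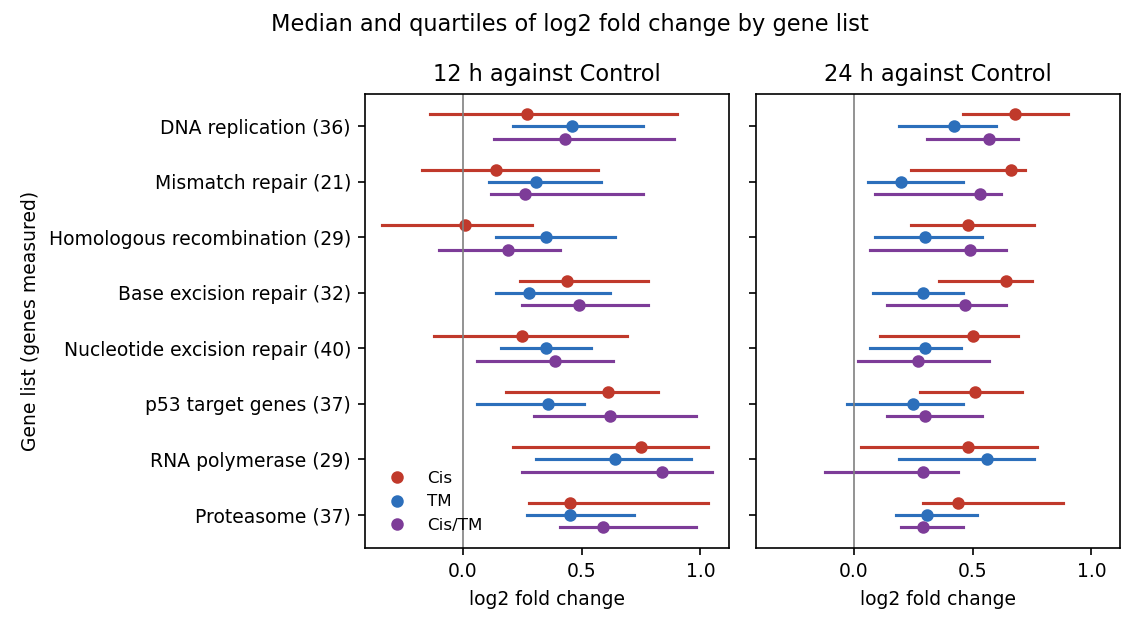
Median (points) and quartiles (lines) of the log2 fold change against Control (horizontal axis) of the genes of 8 lists (vertical axis), for cisplatin, TM and cisplatin/TM at 12 h (left) and 24 h (right). At 24 h the median of DNA replication genes is 0.68 under cisplatin, 0.42 under TM and 0.57 under cisplatin/TM.

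By camera, which compares a list with all other genes, DNA replication was raised in Cis/TM 24 h (adjusted p = 3.0e-15, and adjusted p = 0.0367 with an estimated correlation) and in Cis/TM 12 h (adjusted p = 3.0e-05, and adjusted p = 0.183 with an estimated correlation). With an estimated correlation the adjusted p at 24 h was 0.048 for homologous recombination, 0.048 for mismatch repair, 0.0367 for base excision repair, 0.0383 for p53 target genes, 0.143 for nucleotide excision repair and 0.363 for RNA polymerase (0.476 at the preset correlation with the trend with level removed), and at 12 h 0.0247 for p53 target genes and 0.0418 for base excision repair. At 12 h nucleotide excision repair had adjusted p = 0.279 and RNA polymerase adjusted p = 0.13 with an estimated correlation. Without the members shared with DNA replication, camera gave adjusted p = 0.317 for mismatch repair and 0.22 for nucleotide excision repair at 24 h. Blood cell markers, which belong to another cell type, had a median of −0.27 in Cis/TM 12 h and −0.17 in Cis/TM 24 h, and 3 and 1 of 17 fell. Camera called these markers lower at both times (adjusted p = 0.047 and 0.0241, and 0.31 and 0.244 with an estimated correlation). These pathways were chosen by the study on the same arrays and are not independent evidence.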

Of note, the majority of the top 10 pathways is involved in cell cycle, DNA repair and damage response (i.e. DNA replication, RNA polymerase, homologous recombination, mismatch repair, base excision repair, nucleotide excision repair and p53 signaling), which may be accountable for the phenotypes observed in these cells (Figure 4G). 

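Of 31 genes that start DNA replication, 12 rose, none fell and 19 did not pass after 24 h of cisplatin/TM (12 and 0 adjusted over the list alone), including CDC45, of the replicative helicase, with a log2 fold change of 1.04 (standard error 0.13, adjusted p = 2.3e-05) and ORC6, of the origin recognition complex, with 0.87 (standard error 0.09, adjusted p = 1.9e-06). Of 38 genes of the ATM/ATR and G1/S checkpoint, 10 rose and none fell (10 and 0 adjusted over the list alone), among them CCNE2, which encodes cyclin E2, with 1.02 (standard error 0.11, adjusted p = 4.7e-06). Of 30 genes of interstrand crosslink repair, 8 rose and none fell (8 and 0 adjusted over the list alone), with the nuclease gene DCLRE1B at 0.90 (standard error 0.11, adjusted p = 1.7e-05) and FANCI, of the Fanconi anemia pathway, at 0.79 (standard error 0.11, adjusted p = 7.9e-05). In the anaphase promoting complex list, 1 of 25 genes rose, UBE2S, its ubiquitin-conjugating enzyme, with 0.59 (standard error 0.17, adjusted p = 0.0202).

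At 12 h of cisplatin/TM, 10 initiation genes rose and 2 fell, 14 checkpoint genes rose and 4 fell, and 10 crosslink repair genes rose and 2 fell. CCNE1, which encodes cyclin E1, rose by 1.92 (standard error 0.14, adjusted p = 3.0e-09). Of 43 genes of mitosis, 2 rose, 16 fell and 25 did not pass (2 and 16 adjusted over the list alone, median −0.34), including CENPE, a kinetochore motor, with −1.43 (standard error 0.14, adjusted p = 1.3e-07) and BUB1B, a kinase of the spindle checkpoint, with −1.05 (standard error 0.11, adjusted p = 2.5e-07). After 24 h, 4 mitosis genes rose and 2 fell.

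Camera gave at 24 h adjusted p = 2.1e-13 for initiation, 1.9e-07 for the checkpoint and 1.5e-07 for crosslink repair, and the adjusted p with an estimated correlation was 0.0509, 0.0509 and 0.114, respectively. For mitosis at 12 h it was 3.3e-04, and adjusted p = 0.388 with an estimated correlation. At 12 h initiation, checkpoint and crosslink repair had adjusted p = 0.00892, 0.00543 and 0.018 (0.439, 0.279 and 0.439 with an estimated correlation), and 0.203, 0.112 and 0.211 with the trend with level removed. The study names initiation, the checkpoint, the anaphase promoting complex and crosslink repair from these arrays, so these lists are not independent evidence.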

Analysis of the microarray data using enrichment of biological functions highlighted changes in DNA replication, DNA damage repair, and cell cycle regulation and checkpoint (Figure 4H), which also attribute to the phenotype observed in the cisplatin/TM double treated cells. On the other hand, inspection of the top 10 downregulated pathways under cisplatin/TM treatment did not reveal such a causal relationship between drug treatment and phenotype (data not shown).

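The genes lowered by cisplatin/TM included guidance and adhesion molecules. Of 50 genes of gap junctions, axon guidance and O-glycans, 15 fell, 3 rose and 32 did not pass at 12 h (15 and 3 adjusted over the list alone, median −0.24), and 11 fell, 1 rose and 38 did not pass at 24 h (11 and 1 adjusted over the list alone, median −0.16). The axon guidance receptor ROBO1 had a log2 fold change of −1.93 at 12 h (standard error 0.11, adjusted p = 2.5e-10) and −0.93 at 24 h (standard error 0.11, adjusted p = 1.7e-05), and PLXNA2, a semaphorin co-receptor, had −1.13 at 24 h (standard error 0.14, adjusted p = 1.4e-05). NRP1, a co-receptor of vascular endothelial growth factor, fell by 1.20 at 24 h (standard error 0.16, adjusted p = 4.2e-05). In the focal adhesion and matrix list, 5 of 43 genes rose and 6 fell at 12 h (median −0.17, camera adjusted p = 0.0775), and 6 fell and none rose at 24 h, with a median of −0.07 (camera adjusted p = 0.0443, and adjusted p = 0.363 with an estimated correlation).

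Many of the lowered genes are long. By gene length on the RefSeq annotation of GRCh38.p14, available for 99.84% of the genes, the genes lowered in Cis/TM 12 h had a median length of 148 kb and those lowered in Cis/TM 24 h 203 kb, against 24.5 kb for all genes. Among the longest 10% of the genes, 41.3% fell in Cis/TM 12 h and 14% in Cis/TM 24 h, against 4.08% in TM 12 h and 3.7% in TM 24 h.

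**Figure D3:**
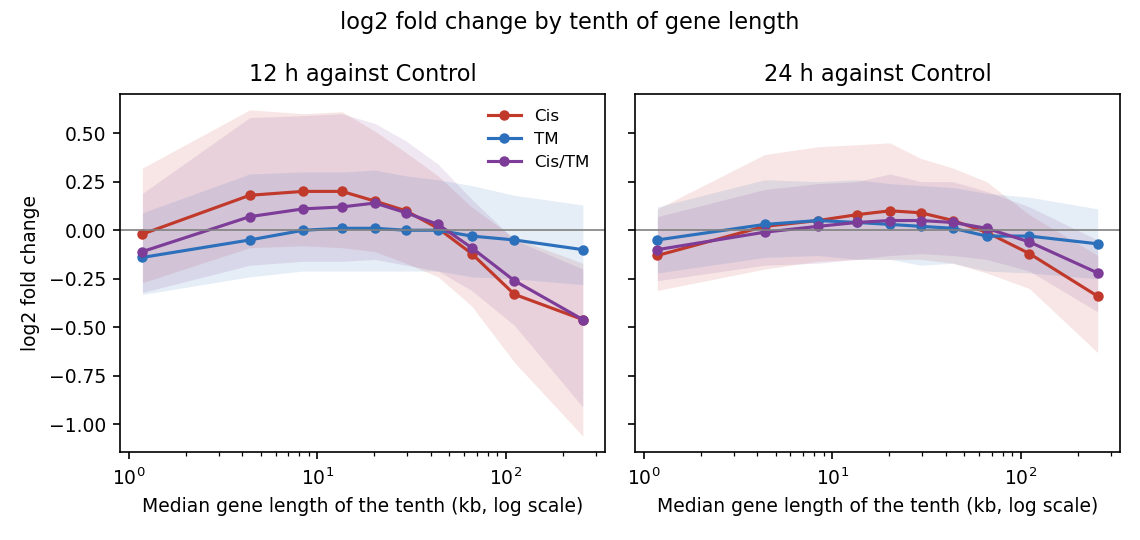
Median log2 fold change against Control (vertical axis, lines with points; shading, quartiles) of genes in 10 classes of gene length (horizontal axis, log scale) for cisplatin, TM and cisplatin/TM at 12 h (left) and 24 h (right). The class of the longest genes has a median of −0.46 in Cis 12 h and Cis/TM 12 h, −0.34 in Cis 24 h, −0.22 in Cis/TM 24 h, −0.10 in TM 12 h and −0.07 in TM 24 h.

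For the gap junction, axon guidance and O-glycan list camera gave adjusted p = 6.4e-04 at 12 h and 9.3e-05 at 24 h, with adjusted p = 0.121 and 0.0658 with an estimated correlation. The focal adhesion call was lost without Cis/TM 24 h replicate B (adjusted p = 0.0719), Cis/TM 24 h replicate C (0.0573), Control A (0.126) or Control B (0.138). The study named both lists from these arrays, so they are not independent evidence.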

**Figure 4:**
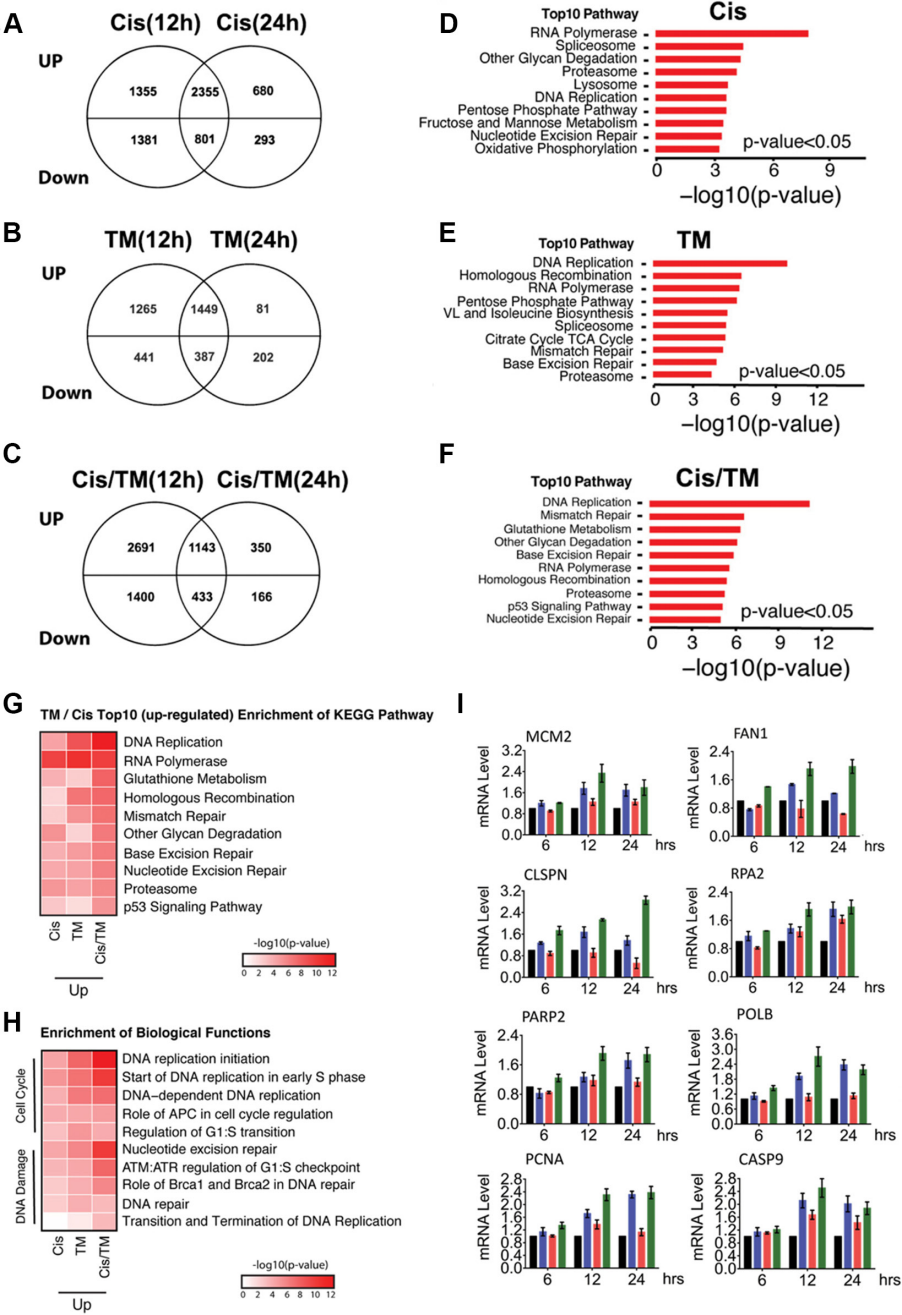
Microarray analysis of MDA-MB-231 cells treated with cisplatin (Cis), TM or cisplatin/TM (Cis/TM) (**A**–**C**) Venn diagrams depicting the number of unique upregulated or downregulated genes in cisplatin (Cis) (A), TM (B) and cisplatin/TM (Cis/TM) (C) treatment groups. (**D**–**F**) Bar graphs showing the top 10 enriched pathways by KEGG pathway enrichment analysis to demonstrate the difference in gene enrichment in cisplatin (Cis) (D), TM (E) and cisplatin/TM (Cis/TM) (F) treatment groups. (**G**) KEGG pathway enrichment heatmap to demonstrate the top10 upregulated pathway in cisplatin/TM treated cells and their changes in other treatment conditions. (**H**) GO function enrichment heatmap to highlight the enrichment of upregulated genes in the DNA Damage and Cell Cycle related functions under different treatment conditions. (**I**) Validation of gene expression by RT-qPCR.

These pathways also exhibited more extensive changes (both in the number of genes and their expression levels) in the cisplatin/TM double treated cells than cisplatin or TM mono-treated cells (Figure 4G and 4H, and Supplementary Figure S3), which is consistent to the synergy between these two drugs as demonstrated in this study. 

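In the direct comparison of Cis/TM 12 h with Cis 12 h, limma called 0 of the 18417 genes (smallest adjusted p = 0.234). The absence of calls in the DNA replication, repair, p53 and proteasome lists is thus not specific to them. The median difference, Cis/TM minus Cis, was 0.11 for DNA replication (camera adjusted p = 7.3e-05, and adjusted p = 0.287 with an estimated correlation), 0.13 for homologous recombination (adjusted p = 0.216 with an estimated correlation) and 0.23 for replication initiation (adjusted p = 8.2e-09, and adjusted p = 0.216 with an estimated correlation). Of 42 lists, 11 were higher and 7 lower by camera, and 0 of these calls were held with an estimated correlation. The shift of DNA replication had adjusted p = 0.105 with the trend with level removed.

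At 24 h the lists lay lower under cisplatin/TM than under cisplatin, with 21 of 42 lower and 1 higher by camera. The log2 differences also fell with the mean level of a gene (Spearman's rho −0.24). The called genes split into 84 higher and 193 lower, and into 121 and 93 with the trend with level removed. The shift of the lists may therefore depend in part on the scaling of the arrays. DNA replication had a median difference of −0.16 with 1 of 36 members lower (adjusted p = 2.5e-04, and adjusted p = 0.314 with an estimated correlation), and the proteasome −0.19 with 3 of 37 lower (adjusted p = 0.113 with an estimated correlation). Targets of NF-kB had a median difference of −0.20 with 2 of 38 lower (adjusted p = 5.2e-05, and adjusted p = 0.0129 with an estimated correlation), and oxidative phosphorylation genes −0.23 with 2 of 74 lower (adjusted p = 2.2e-11, and adjusted p = 0.0466 with an estimated correlation). These were the 2 calls held, and the pathways named by the study are not independent evidence.

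Against TM alone, DNA replication had 3 of 36 members higher and 4 lower in Cis/TM 12 h (median 0.02, camera adjusted p = 0.804) and 2 higher and none lower in Cis/TM 24 h (median 0.08, adjusted p = 0.0705). At 12 h homologous recombination had 1 of 29 members higher and 5 lower (median −0.18, adjusted p = 0.0209, and adjusted p = 0.486 with an estimated correlation; adjusted p = 0.0625 without TM 12 h A), and replication initiation none of 31 higher and 5 lower (median −0.13, adjusted p = 0.00825, and adjusted p = 0.588 with an estimated correlation). At 24 h the checkpoint had 4 of 38 members higher and 3 lower (median 0.08, adjusted p = 0.0358, and adjusted p = 0.535 with an estimated correlation; lost without TM 24 h A, adjusted p = 0.129, or Cis/TM 24 h replicate A, adjusted p = 0.0647), and crosslink repair 0 of 30 called (median 0.19, adjusted p = 0.0131, and adjusted p = 0.568 with an estimated correlation; adjusted p = 0.163 without TM 24 h A). Of the p53 target genes, 14 of 37 were higher and 1 was lower in Cis/TM 12 h (median 0.41, camera adjusted p = 3.8e-05, and adjusted p = 0.183 with an estimated correlation), among them CDKN1A with a log2 difference of 1.25 (standard error 0.16, adjusted p = 6.7e-06). At 24 h 7 were higher and none lower (median 0.14, adjusted p = 0.0179, and adjusted p = 0.376 with an estimated correlation; adjusted p = 0.0888 without TM 24 h A). Interferon-stimulated genes had 10 of 38 members higher and none lower in Cis/TM 24 h than in TM 24 h (adjusted p = 0.0375 with an estimated correlation). Genes of ribosome biogenesis had 16 of 43 members lower and none higher (median −0.51, adjusted p = 2.5e-20, and adjusted p = 0.0548 with an estimated correlation).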

Further analysis indicated that 21 genes are involved in various aspects of DNA damage (Supplementary Figure S4A), 47 in DNA damage response (DDR) (Supplementary Figure S4B), 26 in cell cycle regulation and checkpoint (Supplementary Figure S4C), and 33 in cell death (Supplementary Figure S4E). 

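In cells treated with cisplatin/TM, PMAIP1, which encodes Noxa, rose by log2 fold changes of 2.66 at 12 h (standard error 0.11, adjusted p = 2.6e-12) and 0.88 at 24 h (standard error 0.11, adjusted p = 1.2e-05). The stress sensors GADD45B and GADD45A rose by 2.28 (standard error 0.11, adjusted p = 1.7e-11) and 1.73 (standard error 0.10, adjusted p = 2.5e-10) at 12 h, and CASP2, which encodes caspase 2, by 0.90 at 24 h (standard error 0.14, adjusted p = 2.3e-04).

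Of 40 apoptosis genes, 13 rose, 1 fell and 26 did not pass at 12 h (13 and 1 adjusted over the list alone, median 0.33), and 7 rose, none fell and 33 did not pass at 24 h (7 and 0 adjusted over the list alone, median 0.21). The camera adjusted p was 8.8e-05 at 12 h, with adjusted p = 0.0618 with an estimated correlation, and 7.9e-05 at 24 h, with adjusted p = 0.048. Of 38 NF-kB targets and cytokines, 13 rose and none fell at 12 h, and 7 rose and 1 fell at 24 h. Under cisplatin alone 12 apoptosis genes rose and none fell at 12 h, and 13 rose and none fell at 24 h. Between Cis/TM and Cis at 24 h limma called 0 of the 40 apoptosis genes adjusted over all genes and 1, lower under Cis/TM, adjusted over the list alone, with a median difference of −0.18 (adjusted p = 0.113 with an estimated correlation). The genes of the paper's 4 groups are printed only in a picture (Supplementary Figure S4), so the lists here were drawn up without it. The study names cell death from these arrays, so the apoptosis counts are not independent evidence.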

Real-time quantitative PCR (RT-qPCR) validation confirmed expression patterns of these genes (Figure 4I). Thus, cisplatin and TM double treatment significantly enhances DNA damage, activates DDR and multiple cell cycle checkpoints, leading to cell cycle arrest allowing cells to repair DNA damage, or cell death if the DNA damage cannot be repaired. 

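The 8 genes of Figure 4I were all measured on the arrays. MCM2, a subunit of the replicative helicase, had log2 fold changes against Control of 1.15 in Cis 12 h, 1.35 in Cis 24 h, 1.10 in TM 12 h, 1.10 in TM 24 h, 1.23 in Cis/TM 12 h (standard error 0.15, adjusted p = 1.3e-06) and 0.93 in Cis/TM 24 h (adjusted p = 2.4e-04), all past the thresholds. RPA2, which binds unpaired DNA strands, also rose in all 6 comparisons, by 1.13 in Cis/TM 12 h and 0.61 in Cis/TM 24 h (standard error 0.12, adjusted p = 0.00161). CLSPN, a mediator of the ATR checkpoint, rose by 1.02 in Cis 24 h, 0.59 in TM 24 h, 0.71 in Cis/TM 12 h and 1.07 in Cis/TM 24 h (standard error 0.09, adjusted p = 3.1e-07).

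POLB, the base excision repair polymerase, rose by 0.94 and 1.09 in Cis 12 h and Cis 24 h and by 1.21 and 0.75 in Cis/TM 12 h and Cis/TM 24 h, and had 0.35 and 0.23 under TM, which were not called. CASP9, the initiator caspase 9, rose by 0.93, 1.10, 1.13 and 0.65 in the same 4 groups. PARP2 rose in Cis 24 h (0.62) and Cis/TM 24 h (0.66, standard error 0.10, adjusted p = 2.1e-04), and PCNA, the sliding clamp, in Cis 24 h (0.72) and Cis/TM 24 h (0.62, standard error 0.09, adjusted p = 1.5e-04). FAN1, a nuclease of crosslink repair, rose in Cis/TM 12 h by 0.93 (standard error 0.17, adjusted p = 1.5e-04), and its other values were between 0.38 and 0.56.

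**Figure D4:**
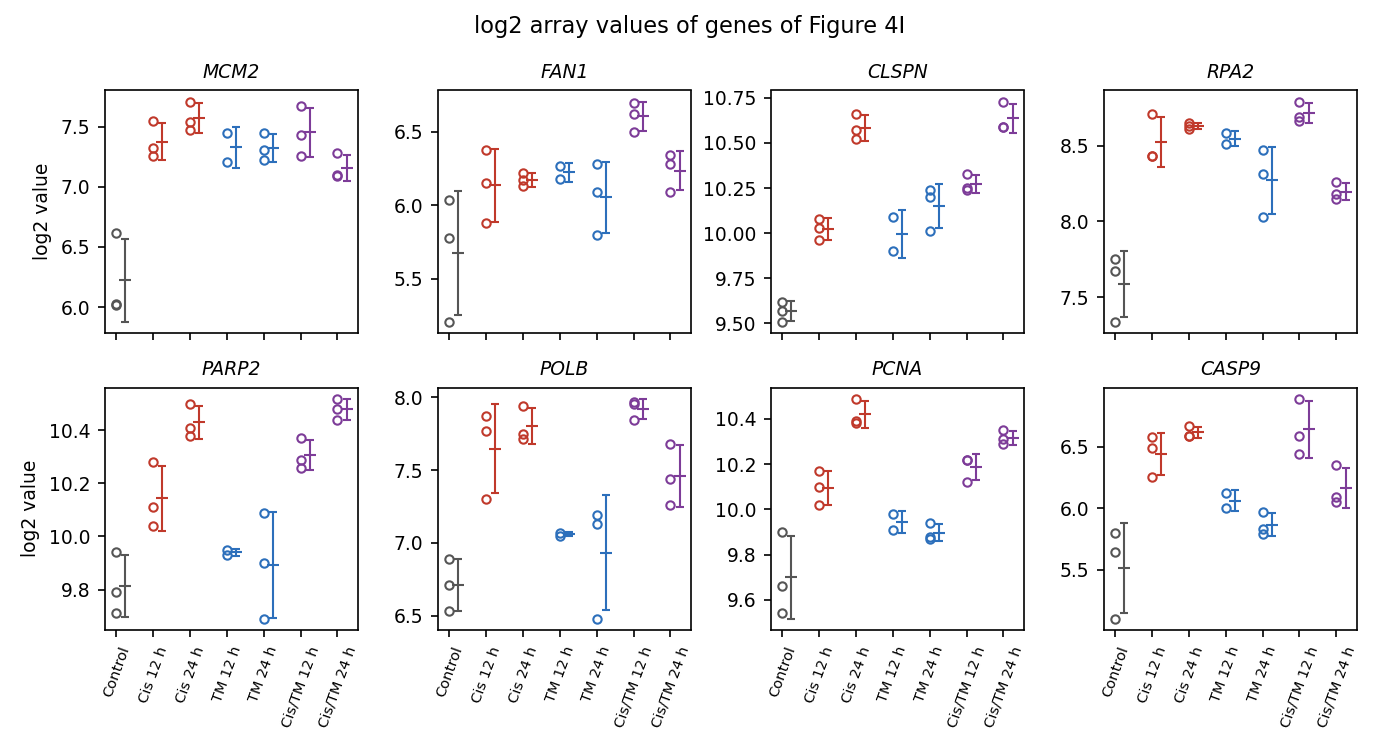
Log2 array values (vertical axes) of the 8 genes of Figure 4I in each group (horizontal axes), with 1 open circle per array and the mean and SD beside them; the axes do not start at 0. CLSPN has a mean of 10.64 in Cis/TM 24 h and 9.56 in Control.

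Compared directly with cisplatin at the same time, cisplatin/TM gave 0 calls among these 8 genes in limma, and at 12 h 0 calls among all genes. At 12 h the log2 differences, Cis/TM minus Cis, ran from 0.08 for MCM2 (adjusted p = 0.914) to 0.47 for FAN1 (adjusted p = 0.378). At 24 h MCM2 had −0.42 (adjusted p = 0.123), CASP9 −0.45 (adjusted p = 0.109) and CLSPN 0.05 (adjusted p = 0.859), while RPA2 had −0.44 with adjusted p = 0.0494, below the fold minimum. Compared with TM, POLB was higher in Cis/TM 12 h by 0.86 (standard error 0.19, adjusted p = 0.00219).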

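Measured directly, the arrays of cisplatin/TM stood closer to cisplatin than to TM. At 24 h, 84 genes were higher and 193 lower in Cis/TM than in Cis (95 and 84 after median centring, 103 and 82 after quantile normalization, 121 and 93 with the trend with level removed). The cytoskeletal gene UTRN was higher by a log2 difference of 1.05 (standard error 0.13, adjusted p = 0.00123) and the copper transporter gene ATP7A by 0.60 (standard error 0.16, adjusted p = 0.0397). RMRP, the RNA of the RNase MRP complex, was lower by −1.25 (standard error 0.16, adjusted p = 0.00123), and ELOF1, a transcription elongation factor of transcription-coupled repair, by −1.29 (standard error 0.22, adjusted p = 0.00712). The total of 277 fell to 44 without Cis 24 h A, 57 without Cis 24 h B, 54 without Cis/TM 24 h replicate C and 107 without Cis/TM 24 h replicate B.

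At 12 h, limma called 0 genes between Cis/TM and Cis, with 52 at an unadjusted p under 0.05 and the fold minimum (41 were called with array weights and 5 without Cis 12 h B). Against TM, 1218 genes were higher and 1286 lower in Cis/TM 12 h, and 650 higher and 506 lower in Cis/TM 24 h. The transcription factor gene NR4A2 was higher in Cis/TM 12 h than in TM 12 h by 2.82 (standard error 0.21, adjusted p = 1.1e-08), and GPHN was lower by −3.03 (standard error 0.15, adjusted p = 7.7e-11). SLFN5, an interferon-inducible gene, was higher in Cis/TM 24 h than in TM 24 h by 2.50 (standard error 0.11, adjusted p = 1.0e-10). H2AX, whose phosphorylated protein marks DNA breaks, had a log2 difference of −0.43 between Cis/TM 24 h and Cis 24 h (adjusted p = 0.0189), below the fold minimum.

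The fold changes against Control shared 2438 raised and 1395 lowered genes between Cis 12 h and Cis/TM 12 h, and 761 and 389 between Cis 24 h and Cis/TM 24 h. Lists of these sizes would share 413 and 170, and 96 and 22.4, if independent. At an unadjusted p under 0.05 with the fold minimum, 2440 and 1401, and 776 and 402, were shared, and unchanged groups simulated with shared controls shared on average 1.35 and 1.35, and 1.15 and 1.45. The covariance across genes was 0.343 at 12 h and 0.139 at 24 h, against 0.011 simulated, and part of the excess may come from the shared controls.

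From these arrays the paper took the genes changed at both times and tested them for pathways and functions. It observed that most of the leading upregulated pathways under cisplatin/TM belong to the cell cycle, DNA repair and damage response. It proposes that these may account for the phenotypes, and reports that they changed more than under either drug alone (Figure 4G and 4H). Together with the RT-qPCR of Figure 4I, it concludes that cisplatin/TM enhances DNA damage and activates the damage response and cell cycle checkpoints, so that cells arrest and repair their DNA or die.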

Taken together, the result of microarray analysis is consistent with our observation in mouse allograft tumor.

### TM promotes cisplatin localization in cell nucleus

Next, we sought to understand the mechanism of how TM enhances DNA damage in breast cancer. It was reported that TM inhibits tumor growth through its role in copper chelation and angiogenesis inhibition [30, 31, 34, 35]. We did not see an obvious connection between angiogenesis inhibition and the markedly enhanced DNA damage in the cisplatin/TM double treated cells. Instead, we believed this might be associated with nuclear availability of cisplatin upon combined treatment with TM.

To investigate this, we engrafted *BRCA1*-mutant 69 mouse breast cancer cells in athymic nude mice. Mono-treatment with cisplatin alone resulted in cisplatin resistant tumors that grew rapidly to 3,000 mm^3^ in 32 days, while cisplatin/TM double treated tumors exhibited retarded growth at 1,000 mm^3^ 60 days post-treatment (data not shown). Freshly isolated cisplatin mono-treated resistant (CisR) and cisplatin/TM double treated (Cis/TM) mouse allograft mammary tumors were subject to comparative analyses by ImageStream multi-spectral imaging flow cytometry.

We observed key differences between cisplatin localization, and ATP7A protein expression and distribution in the mammary tumor cells. In cisplatin resistant cells (CisR), ATP7A expression was high, while cisplatin intensity (Pt) is low and is mainly excluded from the nucleus (Figure 5A). In contrast, cells isolated from cisplatin/TM double treated mammary tumors had significantly lower amounts of ATP7A and the protein was frequently observed to be localized in distinct, punctuate regions of the cell (Figure 5B). Coherently, the amount of cisplatin co-localization with nuclear DNA (DAPI) in cisplatin/TM doubled treated cells (Cis/TM) is significantly greater (Figure 5B) than that observed in cisplatin resistant cells (CisR) (Figure 5A).

**Figure 5:**
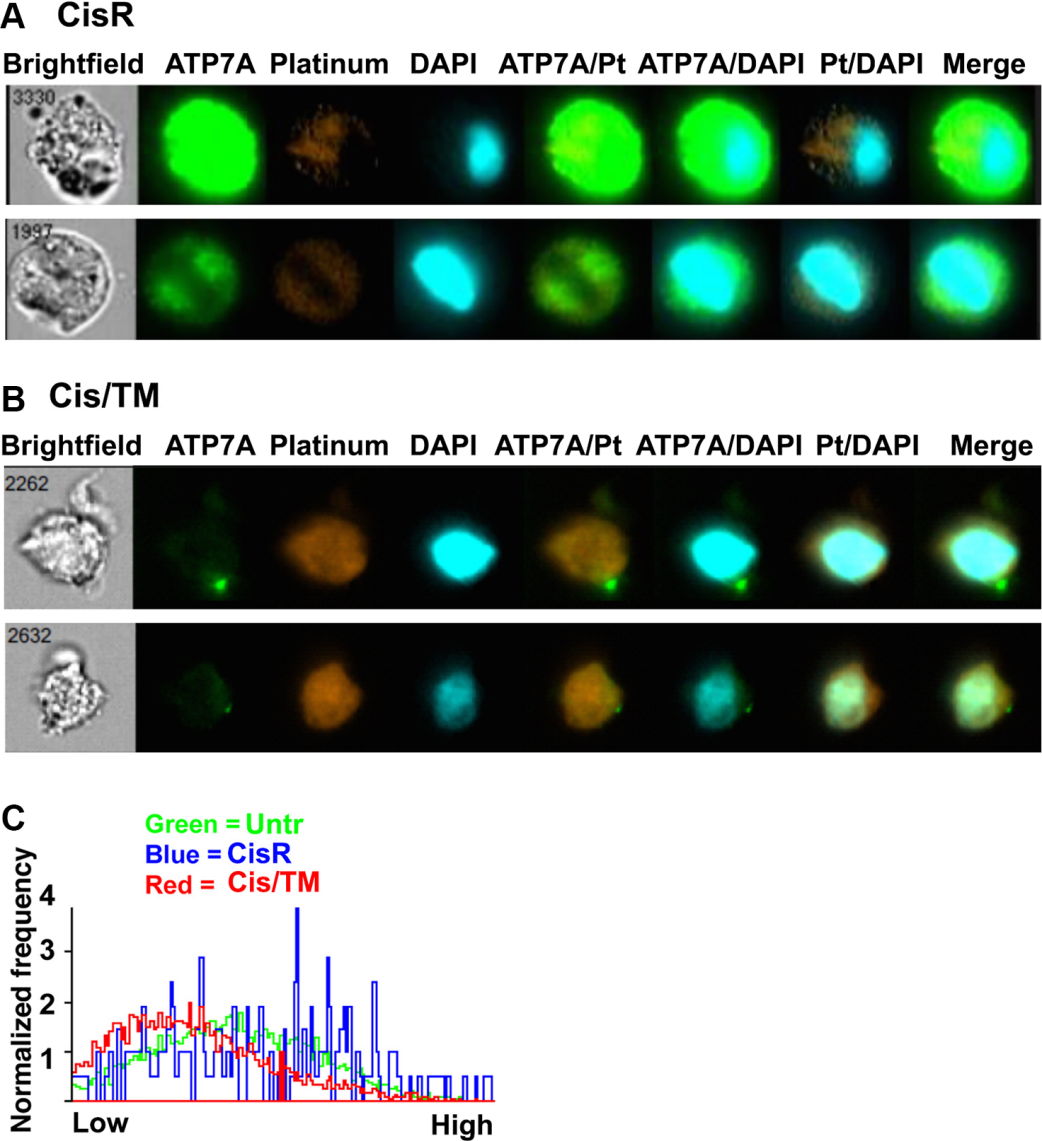
Co-localization between ATP7A, cisplatin and cell nucleus (**A**, **B**) ImageStream analysis of co-localization between ATP7A, cisplatin (Pt) and cell nucleus (DAPI) in mouse 69 allograft breast cancer cells. (**C**) Frequency plot of similarity scores to demonstrate ATP7A and cisplatin co-localization in untreated, cisplatin resistant and cisplatin/TM treated mouse 69 allograft breast cancer cells after ImageStream analysis. X-axis shows arbitrary similarity scale from ”low” (lower degree of co-localization) to ”high” (greater degree of co-localization) between ATP7A and cisplatin. Y-axis is normalized frequency reflecting the quantity of cells scored. TM treatment significantly reduced the co-localization between ATP7A and cisplatin. Over 5,000 cells were analyzed for each group of sample.

Co-localization between ATP7A and cisplatin was further analyzed and plotted as normalized frequency against an arbitrary similarity scale from ”low” to ”high” using ImageStream's Quantitative Mean Similarity Score. The results showed that the cisplatin resistant tumor cells (CisR) exhibited extensive co-localization between cisplatin and ATP7A in the cytoplasm (Figure 5C), suggesting that ATP7A sequesters cisplatin and prevents it from getting into the nucleus. Cisplatin/TM double treated cells (Cis/TM) prevailed the lowest co-localization score, while untreated cells (Untr) displayed intermediate levels of cisplatin and ATP7A localization (Figure 5C). This observation supports the notion that ATP7A prevents the nuclear localization of cisplatin by sequestering and pumping it out of cells.

### TM reduces ATP7A protein level but not gene transcription

TM was reported to reduce the copper transporter CTR1 in cervical and ovarian carcinoma [36, 37]. Thus, we hypothesized that TM may also decrease ATP7A protein expression level through copper chelation. Copper staining of allograft tumor sections showed high copper levels in both untreated (Untr) and cisplatin mono-treated resistant (CisR) mouse tumors, while cisplatin/TM double treated (Cis/TM) mouse tumors prevailed low copper levels (Figure 6A). In concert to lower copper levels, immunohistochemical staining of antibody against ATP7A on mouse tumor sections showed that cisplatin/TM double treatment (Cis/TM) reduced ATP7A protein levels as compared to untreated control (Untr) (Figure 6B).

**Figure 6:**
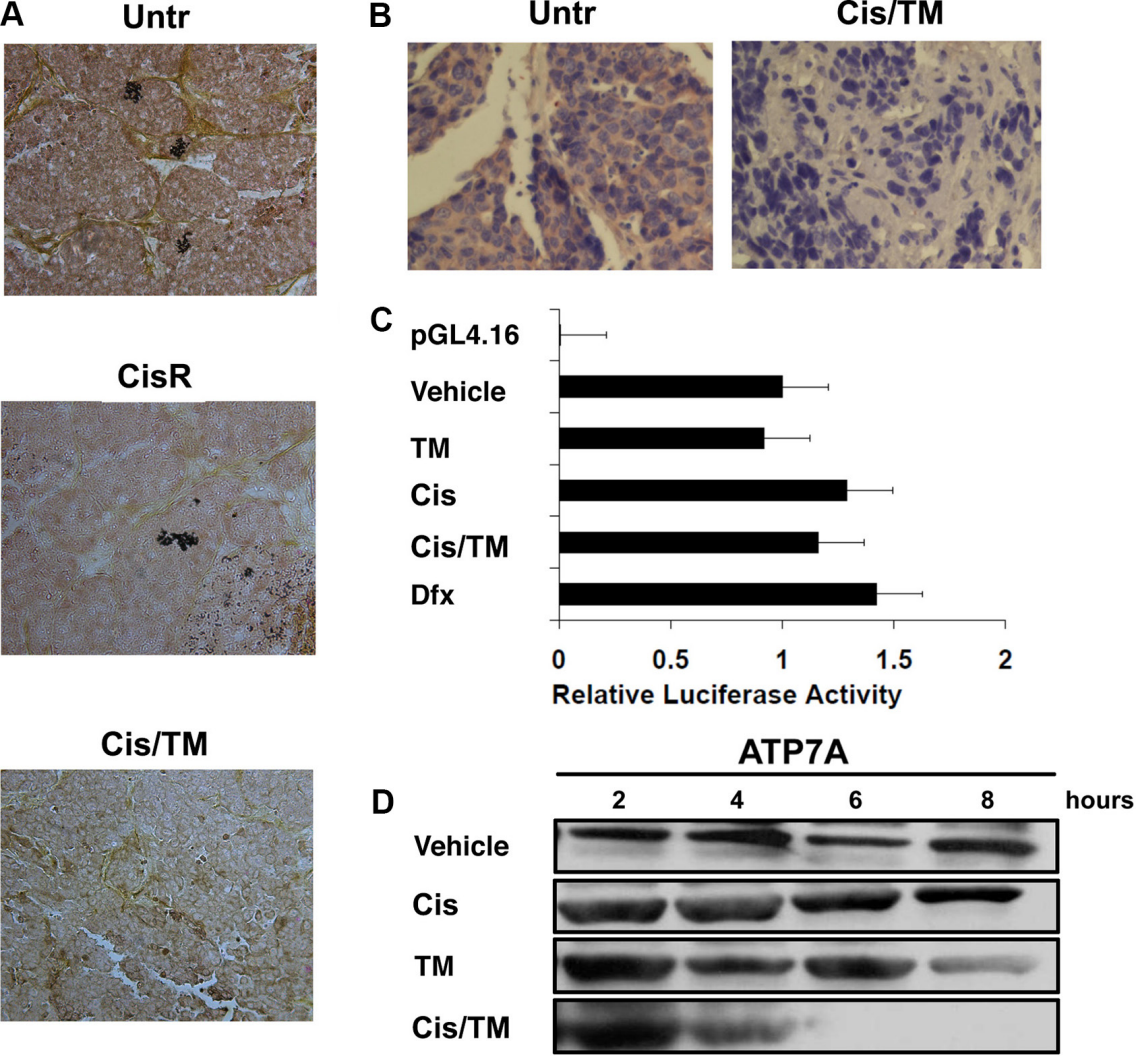
Investigation of ATP7A downregulation by TM in cisplatin resistant breast cancer (**A**) TM treatment reduces copper level in cisplatin/TM (Cis/TM) treated cancers compared with untreated (Untr) and cisplatin mono-treated tumors (CisR). (**B**) Immunohistochemical staining of ATP7A in untreated and cisplatin/TM treated mouse allograft tumors showed that cisplatin/TM (Cis/TM) treated tumors had significantly less ATP7A than untreated tumors (Untr). (**C**) Relative luciferase activity assay demonstrated no significant change in ATP7A minimal promoter activity regardless of 24 hours treatment with vehicle, TM, cisplatin, cisplatin/TM, or the hypoxia-inducing Dfx. (**D**) Western blot against ATP7A in MDA-MB-231 cells under treatment with 36 μM cisplatin, and/or 10 μM TM.

We next asked whether ATP7A protein downregulation is due to inhibition of *ATP7A*'s gene transcription. Relative luciferase activity of ATP7A -224 HIF2 promoter was tested with cisplatin addition in the presence or absence of TM in cells with no significant changes in promoter activity in TM treated (TM) group as compared to negative control (Vehicle), whereas cisplatin (Cis), cisplatin/TM (Cis/TM) and hypoxia-inducing desferrioxamine mesylate (Dfx) treated groups showed 1.3, 1.2 and 1.4 fold increase in *ATP7A* promoter activity respectively (Figure 6C). This result suggested that TM alone or in combination with cisplatin does not significantly induce or inhibit *ATP7A*'s promoter activity.

In contrast to *ATP7A*'s promoter activity, *in vitro* treatment of cell cultures with drugs showed that addition of TM (TM) slightly reduced ATP7A protein levels 8 hours post-treatment, whereas cisplatin/TM double treatment (Cis/TM) led to ATP7A protein downregulation 6 hours post-treatment; alternatively, cisplatin treatment alone (Cis) resulted in no changes in ATP7A protein levels as compared to vehicle control (Vehicle) (Figure 6D). Therefore, this data suggested that ATP7A downregulation upon cisplatin/TM double treatment occurred at protein level. Taken together, TM reduces ATP7A protein level *in vitro* and *in vivo*, without significant effect on *ATP7A* gene transcription.

Collectively, this data supports a model that increased ATP7A sequestering of cisplatin contributes to resistance by preventing it from reaching the nucleus, and TM treatment, which effectively reduces ATP7A, may reverse this process, leading to enhanced nuclear localization of cisplatin and consequently, DNA damage and apoptosis.

## DISCUSSION

The development of drug resistance presents a major impediment to the treatment of breast cancer [7, 38, 39]. *BRCA1-*mutant breast cancers respond well to platinum agent therapy, which induces DNA crosslinking, as the tumors are deficient in DNA repair; however, cisplatin resistance often develops [12, 13, 40–43]. Platinum resistance was caused by numerous reasons, mainly covering the influx and efflux of platinum, and overcome of cytotoxicity mechanisms [9, 15, 16].

In this study, we focused on elucidation of the specific biological roles of ATP7A in cisplatin resistant breast cancer. We observed a significant increase in drug efficacy in platinum resistant breast cancer cells when we combined RNAi directed at *ATP7A* with cisplatin. In an effort to target the copper transport pathway pharmacologically, we found treatment of cells with TM could achieve comparable cytotoxicity yielded from *ATP7A* knockdown. TM is an active copper chelating agent used to treat disorders of copper metabolism, such as Wilson's disease, and serves as an anti-angiogenesis agent [28, 31]. It has been shown that TM-copper chelation has a good therapeutic effect for a number of solid tumors [34, 35].

It was previously shown that TM could increase cisplatin sensitivity and efficacy in cervical and ovarian cancer cells in a CTR-1 dependent manner [36]. However, our study revealed additional effects of TM on transport downstream of CTR-1 and the exact contribution of ATP7A, a protein attributed to platinum efflux and implicated in platinum sequestering, to platinum resistance [44–46]. We demonstrated that the ability of TM to increase tumor sensitivity to cisplatin primarily through effects on ATP7A, i.e. by reducing the amount of ATP7A protein in cisplatin resistant tumor cells. We suspected that DNA damage was caused by increased nuclear localization of cisplatin. The reduction in ATP7A was also associated with reduced colocalization between ATP7A and labeled platinum, and increased colocalization between nuclear DNA and labeled platinum, suggesting that lower levels of ATP7A resulted in less sequestering of platinum.

We have previously shown that prolonged treatment with cisplatin triggers accumulation of cisplatin resistant CSCs [13]. We now found that the combination of TM and cisplatin could prevent accumulation of CSCs, accompanied by widespread DNA damage and apoptosis. To uncover the mechanism underlying the synergistic actions between cisplatin and TM, we performed microarray analysis. It revealed that combined treatment of cisplatin and TM induced changes both in gene expression level and the number of genes that are involved in DNA damage repair (DDR), cell cycle checkpoint and apoptosis at much higher frequency than the treatment of either drug alone. This finding provides the molecular basis for the synergy between these two drugs.

In summary, our data revealed that ATP7A plays a critical role in creating platinum resistance through sequestering cisplatin in the cytoplasm and pumping it out of the cell. TM treatment reduces ATP7A concentration and facilitates cisplatin localization to the nucleus in order to trigger DNA damage. This, in turn, triggers activation of DNA damage response involving ATM/ATR signaling that activates p53. The activation of p53 activates multiple cell cycle checkpoints and triggers cell cycle arrest, which allows cells to repair damaged DNA. Meanwhile, p53 also triggers apoptosis if the damage is too extensive to be repaired, resulting in reduced cell proliferation and inhibition of cancer growth (Figure 7). As cisplatin is widely used for cancer therapy and cisplatin resistance is a common problem associated with chemotherapy, our finding provides a clue to combat platinum resistant tumors and sensitize patients to conventional breast cancer treatment strategies.

**Figure 7:**
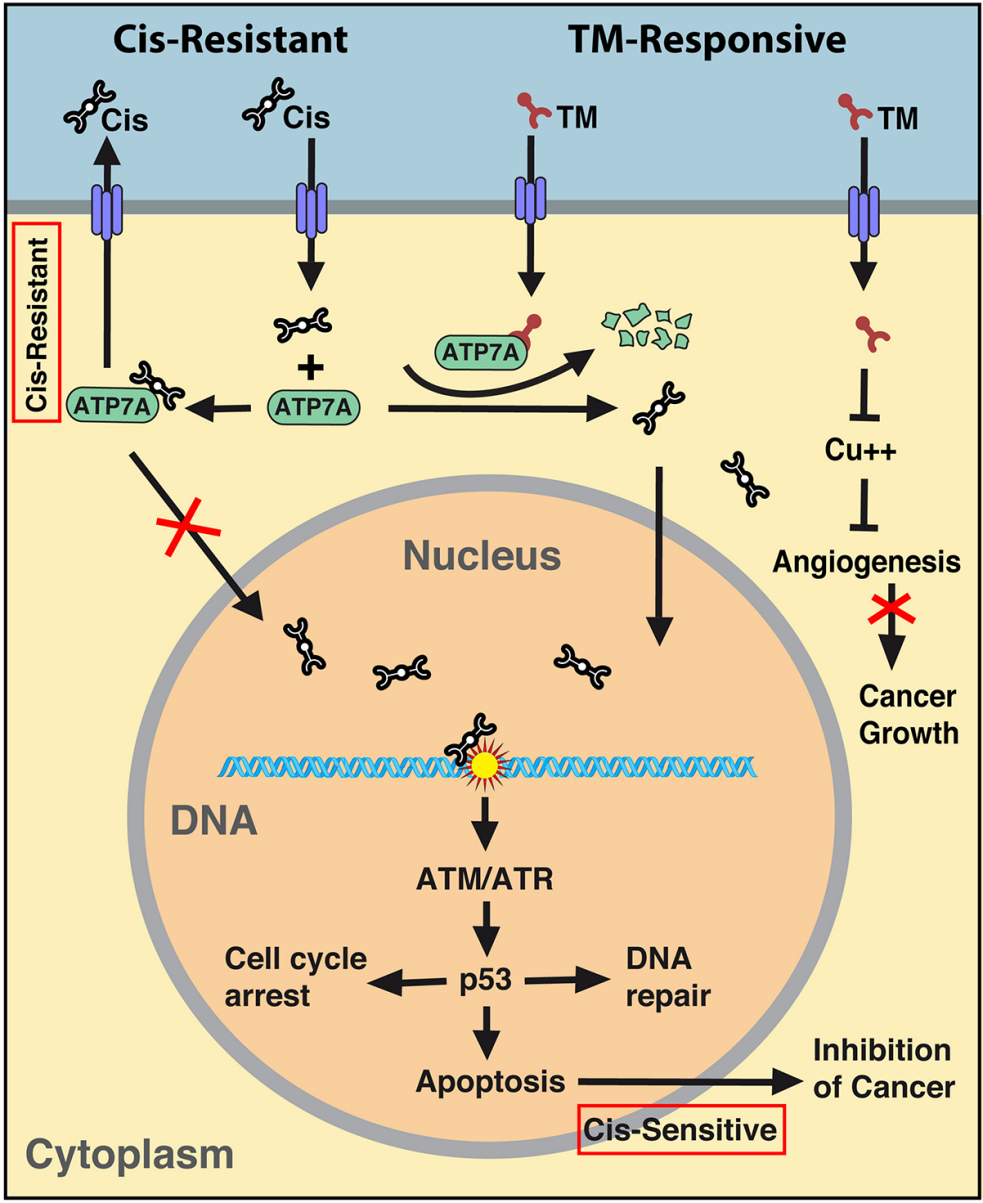
Summary of the mechanism regarding synergy between cisplatin and TM Cisplatin resistant tumors express increased levels of ATP7A that sequester cisplatin in the cytoplasm to prevent its nuclear localization and also pump cisplatin out of cells. The presence of TM reduces intracellular ATP7A levels, facilitates nuclear localization of cisplatin, enhances DNA damage, hence sensitizes cisplatin resistant tumor to cisplatin therapy.

## MATERIALS AND METHODS

### Human RNAi candidate screen

A small-scale screen of a Thermo Dharmacon human custom siRNA siGENOME library comprised of 55 hand-selected breast cancer chemotherapy resistance-related gene targets was carried out *in vitro* (Supplementary Table S1). These genes were identified in the common genomic gain regions found in the cisplatin resistant breast cancer cells and associated with poor-prognosis breast cancer, including 6p12, 6p21, 11q13, 20q13.2 and several regions of 14q [18–21]. Additionally, we added siRNA targeting genes related to stem cell maintenance to the candidate screen, such as *SOX2* and *OCT3/4*, predicting that a small cancer stem cell population maintained or evolved in cisplatin treated tumors could drive or contribute to resistance. Finally, we included several siRNAs to knock down drug detoxifying enzymes as well as drug and metal transporters.

This screen utilized several human breast cancer cell lines that were determined to be resistant to cisplatin by the National Cancer Institute (NCI) *In Vitro* Cell Line Screening Project (IVCLSP) (http://dtp.nci.nih.gov/branches/btb/ivclsp.html).

### Cell transfection

For RNAi screen, T47D, MCF7 and MDA-MB-231 human breast cancer cells (ATCC) were transfected with 55 distinct siRNA pools using Dharmfect4 at 25 nM in 96-well plates seeded with 5,000 cells/well in triplicate. RNAi transfections were performed both with and without cisplatin treatment at 10 μM for MCF7 and 36 μM for MDA-MB-231 and T47D, and knockdown was validated by Western blot and quantitative RT-PCR with a consistent 88–92% knockdown efficiency achieved in three distinct human breast cancer cell lines (Supplementary Figure S1). Cells were analyzed for ATP7A expression by quantitative RT-PCR using the following primers: 5′ GCTCCTATCCAGCAGTTTGC 3′ and 5′ ACAGGGACATGCGATACACA 3′. Sensitivity to cisplatin was assayed by ATP release using the Promega Cell Titer Non-Radioactive Cell Proliferation Assay Kit and/or the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphehyl-2H-tetrazolium bromide (MTT) assay. Lamin positive controls and a non-target control were run with each assay.

For pharmacological replacement, 5,000 cells/well of the indicated cell lines was seeded into a 96-well plate in triplicate. 16 hours cultures were added with gradient concentrations of ammonium tetrathiomolybdate (TM) (Sigma-Aldrich, cat# 323446) as indicated in corresponding figures in the absence or presence of 10 μM cisplatin (Sigma-Aldrich, cat# P4394). Cells were incubated at 37°C at 5% CO_2_ for 72 hours after drug addition. MTT assay was performed as instructed by manufacturer's protocol (Roche Diagnostics cat. 11465007001). All raw data was normalized to DMSO control. Predicted addictive curve was calculated by multiplying normalized mean cell viability of TM mono-treatment by mean cell viability of cisplatin mono-treatment used in this study, which is 70%. For example for doses of TM that generate 80% and 50% viability, respectively, the addictive point is 56% (70% × 80%), and 35% (70% × 50%), respectively. Graphs were plotted using GraphPad Prism 6.

### Allograft and xenograft mouse models

Adherence to the NIH Guide for the Care and Use of Laboratory Animals was followed for all *in vivo* experiments. All allograft and xenograft *in vivo* experiments followed protocols described earlier [13]. Briefly, 6–10 weeks old female aythymic nude mice were implanted with *BRCA1* mutant breast cancer cells in the bilateral 4^th^ mammary fat pads. 1 × 10^6^ cells were implanted subcutaneously and tumors became visible 7–14 days post-implantation. TM and cisplatin treatment was initiated when tumors reached 200 mm^3^. Mice were intraperitoneally injected with cisplatin at a dose of 6 mg/kg body weight twice per week with or without TM treatment at 0.015–0.030 mg/ml continuously in drinking water. Tumor volume was measured 2–4 times per week and compared between different treatment groups of mice (N = 10–12 tumors per group). Tumor volume was calculated using the formula: *V* = *ab*^2^/2, where a and b is tumor length and width, respectively. *In vivo* experiments were performed in triplicate with 5–6 mice per treatment group.

### Isolation and staining of mouse tumor cells for imagestream analysis

Mice were euthanized by CO_2_ inhalation and tumors excised to create single cell suspensions. Tumor tissue was finely minced under sterile conditions in DMEM (Cellgro Mediatech) containing 10% FBS, 1% glutamine, 10 ng/mL epidermal growth factor (EGF) (Invitrogen), and 5 μg/mL insulin (Sigma-Aldrich), and passed through a 45 micron nylon cell strainer (BD Falcon) to create single cell suspension. Cells were pelleted and plated on 100 mm polystyrene plates (Corning) at a concentration of 3 × 10^6^ cells per plate in 5 mL of DMEM media described above. Cells were left undisturbed and allowed to attach in a 37°C incubator with 5 percent CO^2^ for 3 days and then passaged or frozen in liquid nitrogen. 1 × 106 live tumor cells at passage 2 or younger were incubated for 1–2 hours on ice in dark with cisplatin labelled with Kreatech Platinum Bright 570 Red/Orange Reagent (Kreatech/BioMicroSystems) in PSS buffer containing phosphate buffered saline pH 7.2, 0.5% bovine serum albumin, and 2 mM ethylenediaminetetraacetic acid (EDTA). The labeled cisplatin is comprised of mono-reactive cisplatin derivatives that react at the N7 positions of guanine moieties in DNA. After incubation, cells were washed again in PSS buffer and fixed in 2% paraformaldehyde and stained with anti-ATP7A primary antibody produced in chicken (Sigma-Aldrich) for 30–60 minutes on ice in dark, then an anti-chicken Alexa488 secondary antibody (Molecular Probes) for 30 minutes on ice in dark and nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI).

### Imaging flow cytometry

Localization and similarity analyses were performed on Amnis ImageStream X multi-spectral imaging flow cytometer. Alexa488-labeled ATP7A and fluorophore-labeled cisplatin were excited by a 488nm laser and collected in channels containing 470–560 nm and 560–595 nm filters, respectively. DAPI was excited by a 405 nm laser and collected in the channel containing 430–505 nm filter. 5000–10,000 cells were imaged and data were compensated and analyzed using Amnis IDEAS software. The degree of co-localization between ATP7A and cisplatin (Pt), ATP7A and DAPI, and cisplatin (Pt) and DAPI was assessed using the Similarity Feature included in the software package, based on single, focused cells. The Similarity Feature is a measure of the degree to which two input images within a masked region are linearly correlated and is a pixel by pixel comparison based on the log transformed Pearson's coefficient. The ImageStream analyses were performed in triplicate utilizing cell populations from at least 3 tumors for each treatment group.

### Microarray analysis

1.0 × 10^5^ basal type MDA-MB-231 breast cancer cells (ATCC) were treated with 36 μM cisplatin (Sigma), 10 μM TM, both drugs, or a vehicle control in triplicate in 6-well plates and harvested at 12 and 24 hours. RNA was prepared from cell pellets using the Qiagen RNeasy RNA purification kit. RNA quality was determined by 2100 Bioanalyzer analysis (Agilent Technologies) and microarray was performed in triplicate for each drug treatment group using Affymetrix gene Chip Human Gene 1.0 ST Arrays (901086). ANOVA and pathway analysis was performed by the NIDDK Genomic Core Facility. The microarray data have been submitted to the GEO database under the accession number GSE77515.

### Statistical analysis

Raw intensity data were normalized by the Robust Multi-array Average (RMA) method [47] using the ‘affy’ package in R-Bioconductor. Normalized data were performed in R–Bioconductor using ‘limma’ package to identify differentially expressed genes between different treatment samples and control samples at each time point [48]. The list of differentially expressed genes at each time point of each treatment group was further filtered by the criteria of *P <* 0.05 and fold change > 1.5 to identify the set of significant differentially expressed genes in each group. Gene function enrichment was analyzed using analysis of variance (ANOVA) and Fisher's exact test. Unless otherwise stated, *P* values were considered significant if *P* < 0.05. Error bars represent SEM of 3 experiments unless otherwise stated. All statistical analysis was performed using R Statistical Software (version 3.1.2; R Foundation for Statistical Computing, Vienna, Austria).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Ammonium tetrathiomolybdate treatment targets the copper transporter ATP7A and enhances sensitivity of breast cancer to cisplatin
**Source:** Oncotarget. 2016 Oct 31;7(51):84439–52. doi: 10.18632/oncotarget.12992
**Supplement:** Supplementary file 1

## Ammonium tetrathiomolybdate treatment targets the copper transporter ATP7A and enhances sensitivity of breast cancer to cisplatin

### Supplementary Materials

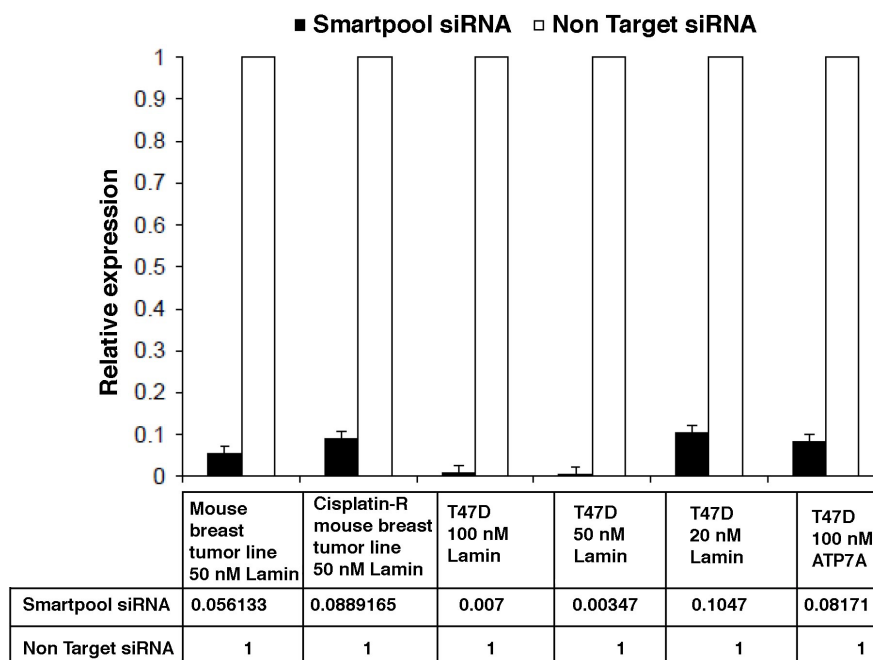

**Supplementary Figure S1: Validation of siRNA knockdown in both mouse and human breast cancer cells.** Various amount of siRNA for lamin, *ATP7A* or non-target siRNA were transfected into mouse mammary cancer cell 69 (either parental or cisplatin resistant derivative), or T47D human breast cancer cells. Knockdown was visualized by RT-qPCR and the values of non-target siRNA were set as 1. Efficiency of *ATP7A* knockdown was also analyzed by RT-qPCR using the following primers: 5' GCTCCTATCCAGCAGTTTGC 3' and 5' ACAGGGACATGCGATACACA 3'.

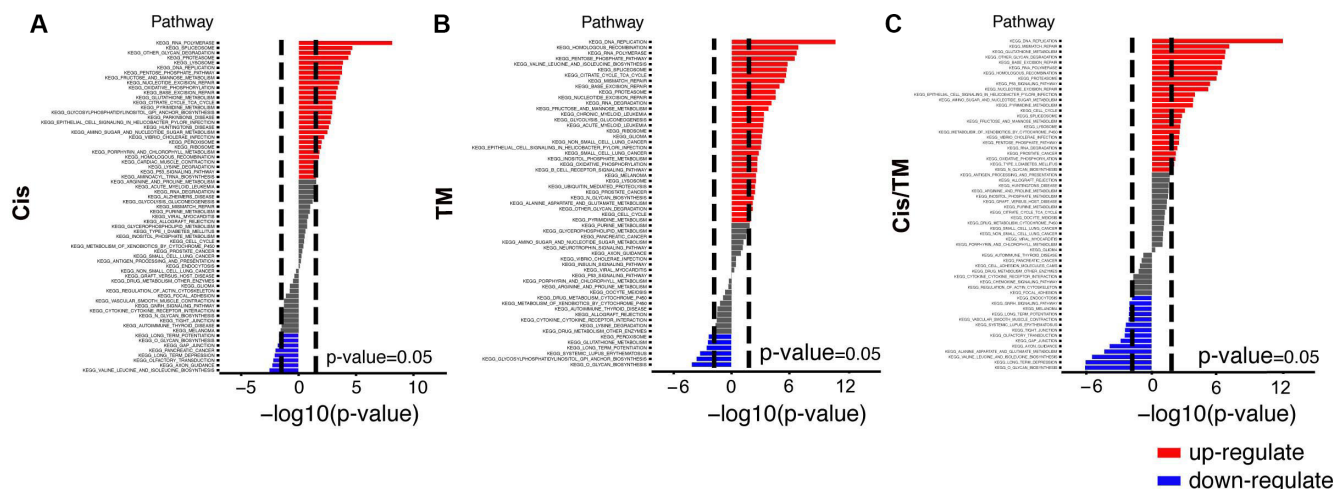

**Supplementary Figure S2: Pathway analysis of common genes obtained from microarray analysis of MDA-MB-231 cells treated with (A) cisplatin, (B) TM, and (C) cisplatin/TM corresponding to Figure 4A–4C.** Enrichment score of upregulated genes was expressed as its  $-\log_{10}(p\text{-value})$  (red bars) while enrichment score of downregulated genes was expressed as its  $\log_{10}(p\text{-value})$  (blue bars). The dotted line indicates the cutoff threshold of  $p\text{-value} = 0.05$ .

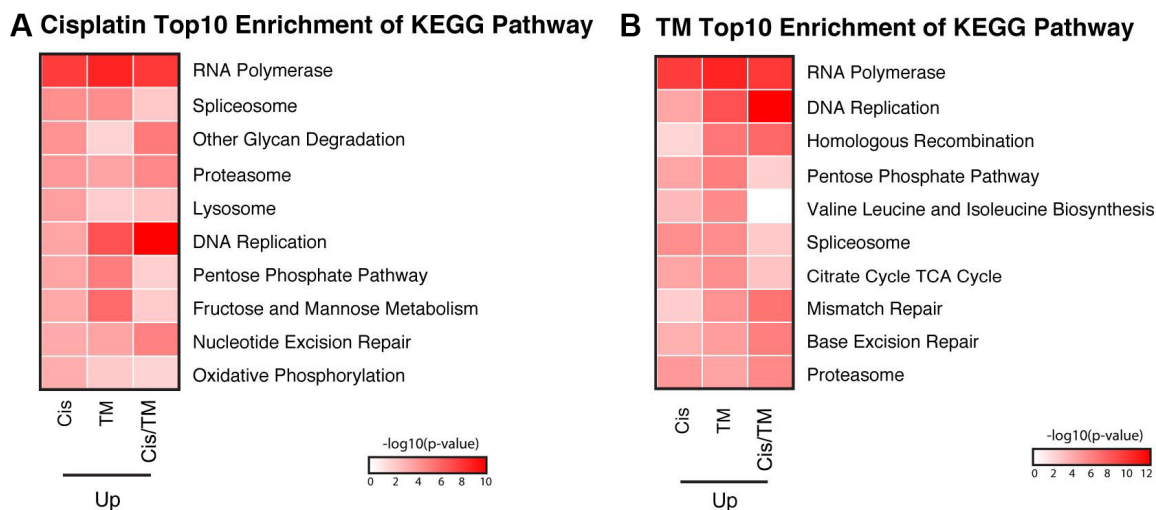

**Supplementary Figure S3: KEGG pathway enrichment heatmap to demonstrate top 10 upregulated pathways in (A) cisplatin and (B) TM mono-treated cells.** Top 10 upregulated pathways of the indicated treatment groups were sorted out, corresponding changes in total number of upregulated genes (common genes taken from overlapping area in Venn diagram in Figure 4A–4B) were shown.

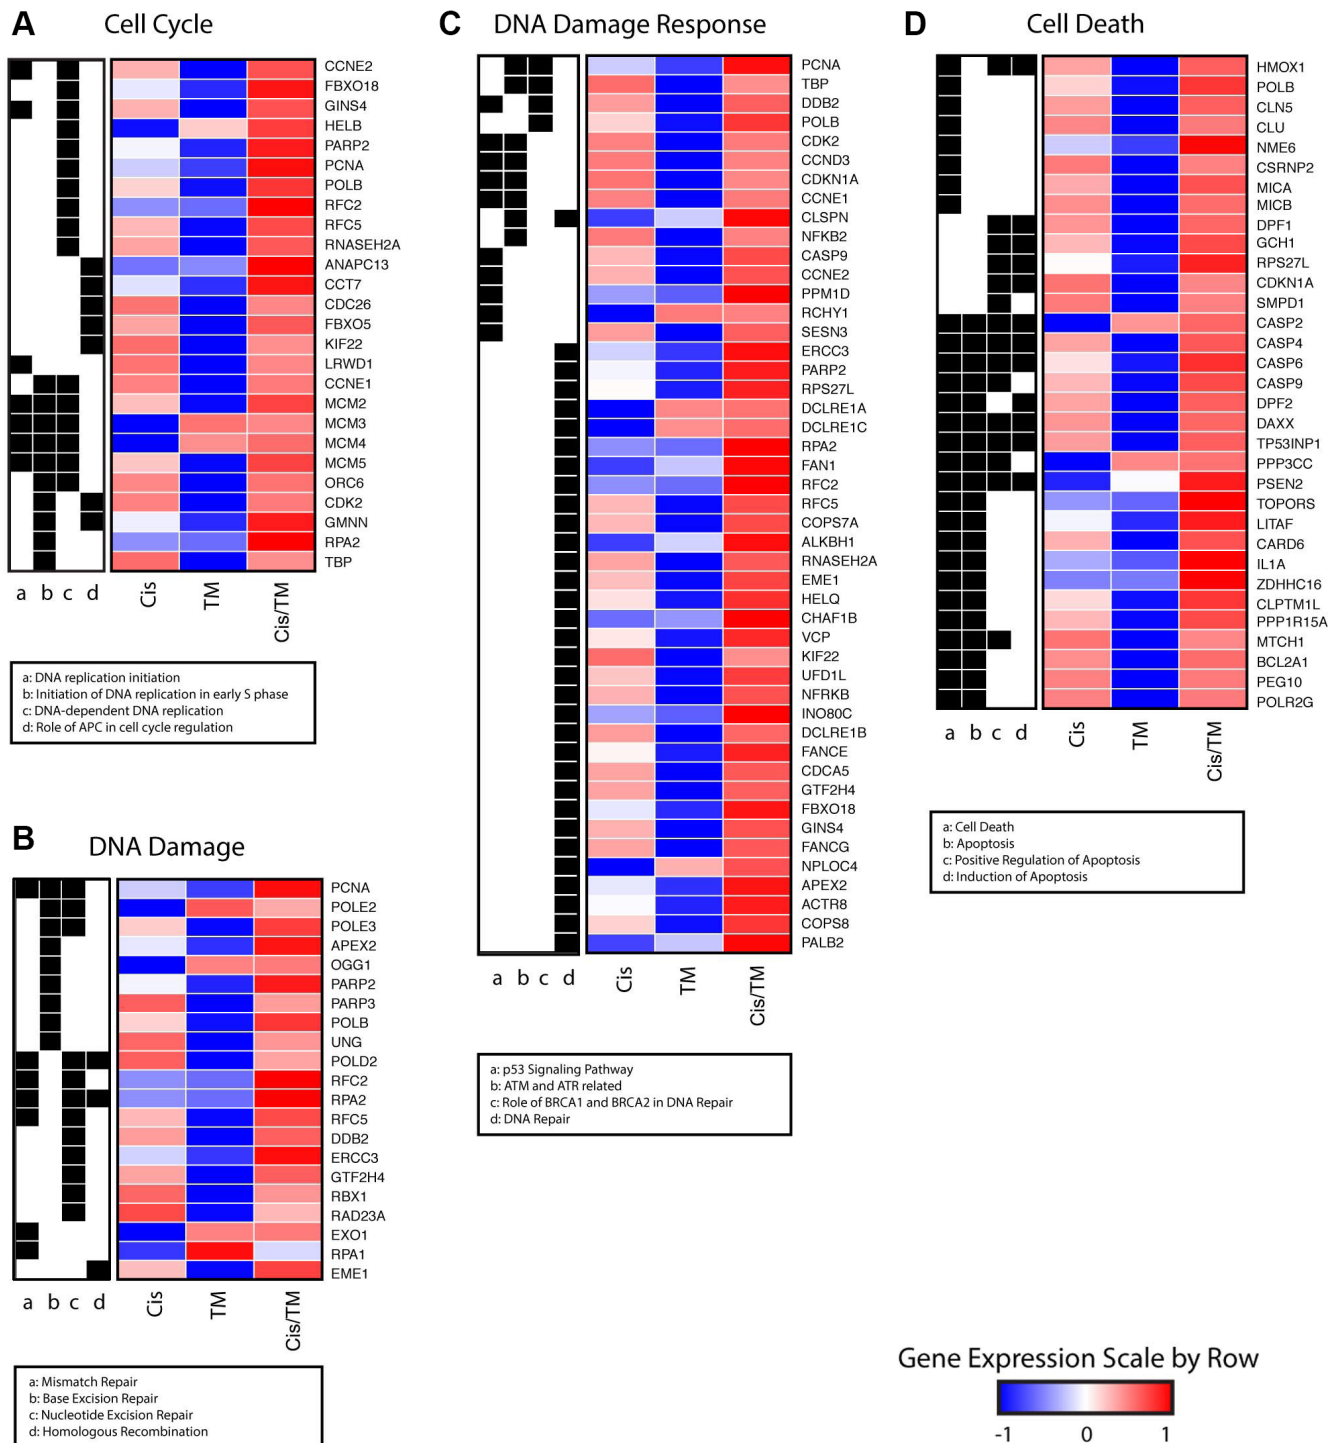

**Supplementary Figure S4: Heatmap of individual genes' expression classified according to the pathways of (A) cell cycle, (B) DNA damage, (C) DNA damage response, and (D) cell death.** Color bars reflect levels of gene expression and black bars indicate their involvement in different sub-pathways classified as A, B, C, and D shown in the boxes under each panel.

**Supplementary Table S1: Genes selected from human genomic gain regions common in cisplatin resistant breast cancer lines**

| Genomic Region | Genes of Interest                                                                                                                               | Cisplatin or Multidrug Resistance Related                               | BRCA1/DNA Repair Related                                          | Stem Cell Related |
|----------------|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------|-------------------------------------------------------------------|-------------------|
| 3q26.2         | SOX2                                                                                                                                            |                                                                         |                                                                   | SOX2              |
| 6p12           | GSTA1, GSTA 2, IL17A, CENPQ, TNFRSF21                                                                                                           | GSTA1/2 (cis) IL17A (tam) CENPQ (irin) TNFRSF21 (mdr)                   | CENPQ                                                             |                   |
| 6p21           | OCT3/4, HMGA1, FANCE, SRPK1                                                                                                                     | HMGA1 (cis) FANCE (cis) SRPK1 (cis)                                     | HMGA1, FANCE                                                      | OCT 3/4           |
| 7q35           | hERG                                                                                                                                            | hERG (cis)                                                              |                                                                   |                   |
| 11q13          | TIP60, REL-A (p65), ARL2, MUS81, BAD, EMS1, UCP2, UCP3, CCS, MEN-1, CDCA5, GSTp1,                                                               | TIP60 (cis) REL-A (cis) ARL2 (mdr) BAD (cis) EMS1 UCP2/3(mdr) CCS (cis) | TIP60 (BRCA1 Independent) REL-A (binds BRCA1) MUS81, MEN-1, CDCA5 | TIP60             |
| 11q14          |                                                                                                                                                 | unknown                                                                 |                                                                   |                   |
| 14q11          | PARP2, NDRG2, PSMB5, hnRNPC,                                                                                                                    | PARP2(cis) NDRG2(cis) PSMB5 hnRNPC (cis, act)                           | PARP2, APEX1                                                      |                   |
| 14q12          | G2E3                                                                                                                                            |                                                                         | G2E3                                                              |                   |
| 14q32.33       | XRCC-3 (RAD51-like)                                                                                                                             |                                                                         | XRRC-3                                                            |                   |
| 17q23.2        | BRIP1, ABC1                                                                                                                                     | ABC1(mdr)                                                               | BRIP1                                                             |                   |
| 20q13.2        | BCAS1, AURKA                                                                                                                                    | BCAS1(tam)                                                              | AURKA                                                             |                   |
| Other genes    | HMGA2, CSNK2A1, CCR7, BRCA2, HMGN2, MDR1, MKP1, MKP2, STC1, PXR, FXR, PARP1, ELF-1, OCT 6, TXN, RRM1, STAT3, NOS-2, EMSY, CXCR4, FANCG, CSNK2A2 |                                                                         |                                                                   |                   |

Abbreviations: tam = tamoxifen; cis = cisplatin; mdr = multi drug; act = actinomycin; irin=irinotecan.

**Supplementary Table S2: Sequences for human candidate cisplatin resistance rnai library.**  
See Supplementary\_Table\_S2

**Supplementary Table S3: Number of genes showed expression change induced by cisplatin and/or TM in MDA-MB-231 cells with both  $p < 0.05$  and fold change of  $\geq 1.5$  using ANOVA analysis**

| Sample | Treatment     | No. of total genes | No of up-regulated genes | No. of down-regulated genes |
|--------|---------------|--------------------|--------------------------|-----------------------------|
| 1      | Cisplatin 12H | 5884               | 3710                     | 2174                        |
| 2      | Cisplatin 24H | 4127               | 3035                     | 1092                        |
| 3      | TM 12H        | 3539               | 2711                     | 828                         |
| 4      | TM 24H        | 2119               | 1530                     | 589                         |
| 5      | Double 12H    | 5665               | 3833                     | 1832                        |
| 6      | Double 24H    | 2088               | 1491                     | 597                         |

How the deposited data were processed for this re-analysis (not part of the article)

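The authors summarized the arrays with RMA, and their deposited log2 values were used without a further transformation. Per array, the median ran from 5.71 to 5.94 and the upper quartile from 7.43 to 7.80, so the distributions are alike and not identical. RMA compresses small differences at low signal, and the values carry no measure of background for each probe set, so a gene near background cannot be told from one that is not expressed. Each of the 18417 genes with a symbol was represented by 1 transcript cluster, the one with the highest mean, since several clusters of 1 gene would be counted several times.

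Differences were tested with limma 3.58.1 in R 4.3.3. One linear model with 7 groups was fitted to all 20 arrays (13 residual degrees of freedom), contrasts were moderated with eBayes, and p-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison. The paper names RMA, limma, P < 0.05 and a fold change over 1.5, and the legend of its Supplementary Table S3 names ANOVA. The thresholds here were an adjusted p under 0.05 and a fold change over 1.5. Contrasts were each treatment and time against Control, cisplatin/TM against each drug, cisplatin against TM, 24 h against 12 h, and the interaction of the drugs (Cis/TM minus Cis minus TM plus Control, the departure from additive log2 changes).

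For the lists of genes, camera compared each list with all other genes at its preset correlation of 0.01 and with a correlation estimated from the data. Fry tested whether the genes of a list moved without comparing them with other genes. The one-sided Fisher's exact test counted list members among genes changed at both times, against the 18417 genes. Of 42 lists, some follow pathways that the paper names and the others come from general knowledge of the drugs and cell types. Lists, thresholds, most alternatives and the rule for naming genes were set before the data were examined. By that rule, the genes named are the 10 largest rises and falls against Control among called genes whose arrays do not overlap, the 5 largest in other comparisons, up to 4 called members per list by p, and genes that the paper names. The paper's text and figures had been read by then.

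The procedure was tested on simulated data. With 100 genes changed by 2-fold in a comparison shaped like Cis 24 h against Control, it recovered 98, and it recovered 100 of 100 changed by 3-fold, with 5 false calls among 18177 unchanged genes. For TM 12 h, with 2 treated arrays, it recovered 95 and 99 with 9 false calls. These counts hold for the simulated data. They do not measure false calls on the real arrays from the trend with level or from control cultures processed apart. The replicate letters do not pair the arrays. Residuals of arrays with the same letter in different groups had a median correlation of 0.01 over 57 pairs, with a range from −0.42 to 0.61.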

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

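All tests on gene length were chosen after the result was seen, and the removal of the trend with level was added after the data were seen. For the longest genes, the first bounds had been set on Spearman's rho of length and difference and their results left the question undecided. Cisplatin minus TM gave a rho of −0.45 at 12 h and −0.17 at 24 h, with −0.12 as the weakest at 24 h when 1 array was left out (without TM 24 h C). In 3 classes of genes from low to high level, rho at 24 h was −0.06, −0.13 and −0.40. The tests were then written again as shares of the longest 10% of the genes.

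A difference between times was tested in each treatment. Between 24 h and 12 h, 1956 genes differed under cisplatin, 2532 under cisplatin/TM and 1 under TM (61 at an unadjusted p under 0.05, limma). The interaction of the drugs, Cis/TM minus Cis minus TM plus Control, was called in 1897 genes at 12 h and in 3040 at 24 h. At 12 h the count was 1039 without TM 12 h A and 1124 without TM 12 h B. The interaction at 12 h split into 631 positive and 1266 negative genes (965 and 876 after median centring, 795 and 924 after quantile normalization, 831 and 889 with the trend removed), and at 24 h into 936 and 2104 (1799 and 1450, 1129 and 1358, and 1200 and 1321). Opposite in sign to the sum of the separate changes, and so less than additive, were 1877 of the 1897 (98.9%) and 3036 of the 3040 (99.9%). The shared control arrays favour this direction by themselves, with 81.3% at 12 h and 80.8% at 24 h in data simulated without an effect. Among the genes not called, the shares were 84.3% and 85.3%. No value for called genes without an effect is available. At 24 h, TCP11L2 had an interaction of 3.10 (standard error 0.23, adjusted p = 5.5e-07) and TWNK of −2.67. Under TM at 12 h, 11 of 20 small nuclear RNA genes that the paper does not discuss were higher, several of them near-identical copies.

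Long genes, not discussed in the paper, were lower under cisplatin, with 42.6% of the longest 10% of the genes called lower in Cis 12 h and 27.8% in Cis 24 h. With no control array in the comparison, 23.7% of these genes were lower in Cis 24 h than in TM 24 h, against 3.23% of all genes, which argues against the shared controls. The share was 26.2% after the trend with level was removed (3.83% of all genes) and 26.6% at the smallest multiple of all genes when 1 array was left out (3.79% of all genes), which argues against the level trend and against 1 array. A candidate explanation, written after the result was seen and untested otherwise, is that blocked transcription lowers genes in proportion to their length. The median difference between cisplatin and TM in these genes was −0.22 at the weaker of the times, and the medians fell with length over the 5 classes of longer genes out of 10, from 0.08 to −0.33 at 12 h and from 0.05 to −0.22 at 24 h, as it needs, and this remains a hypothesis.

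Changes were smaller under cisplatin/TM than under cisplatin at 24 h, a comparison that the paper does not test, with 277 genes called between them. The 277 became 44 without Cis 24 h A, 57 without Cis 24 h B, 54 without Cis/TM 24 h replicate C and 107 without Cis/TM 24 h replicate B. Genes lower in Cis 12 h than in TM 12 h, chosen on other arrays, had a median difference, Cis/TM 24 h minus Cis 24 h, of 0.16 (genes higher there, −0.23), of 0.22 after the trend with level was removed and at least 0.14 when 1 of the 6 arrays was left out, which argues against the trend and against 1 array. The longest 10% of the genes had a median difference of 0.13, so a weaker effect of cisplatin on long genes in the presence of TM may account for part of it. A faster return to the control state, a lower effective dose and a difference in harvest were not tested.

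In all 6 treated groups, 281 genes were higher than on the control arrays. Leaving out 1 control array left at least 71.9% of them, which argues against 1 control array as the cause. After the trend with level was removed, 43.1% (121 genes) were still higher in all 6, between the bounds set for a narrower spread on the control arrays as the cause and against it, so that explanation stays open. The number of control arrays with a stated time or batch shared with treated arrays is 0, so control cultures harvested or processed apart cannot be told apart from an effect of every treatment. A response common to both drugs remains open as well and was not tested.

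The same arrays were divided in other ways to ask whether other arrangements would give results as large. With 3 arrays against 3 there are 10 arrangements, too few for a share under 0.05. The number of genes called in the real arrangement and the highest of the others were 4701 and 1 for Cis 12 h, 3018 and 0 for Cis 24 h, 1421 and 60 for TM 24 h, 4375 and 0 for Cis/TM 12 h, 1293 and 2 for Cis/TM 24 h, all against Control, and 277 and 0 for Cis/TM against Cis at 24 h, 1156 and 0 for Cis/TM against TM at 24 h, 1574 and 0 for Cis against TM at 24 h, 1956 and 0 for Cis 24 h against 12 h and 2532 and 0 for Cis/TM 24 h against 12 h, where 1 arrangement of 10, the real one, gave as many. For Cis/TM against Cis at 12 h all 10 arrangements gave 0. Shifted lists numbered 23 in the real arrangement and 25 in the highest other for Cis 12 h (4 arrangements gave as many), 30 and 28 for Cis 24 h, 21 and 18 for TM 24 h, 29 and 27 for Cis/TM 12 h, 28 and 17 for Cis/TM 24 h, 18 and 25 for Cis/TM against Cis at 12 h (4 gave as many), 22 and 17 at 24 h, and 18 and 16 for Cis/TM against TM at 24 h. For the interaction at 24 h, 1 of 100 arrangements, the real one, gave 3040 genes or more, and the highest other gave 2387. For genes changed at both times by cisplatin, 3 of 100 gave 2320 or more, with 2946 as the highest. The larger ones keep the control arrays as the reference and mix the 12 h and 24 h arrays of cisplatin. For its enriched lists, 3 of 100 gave 21 or more, with 27 as the highest. For cisplatin/TM, 1 of 100 gave 989 genes (highest other 59) and 1 of 100 gave 17 enriched lists (highest other 1). In these 5 results the share of arrangements lies under 0.05. The arrangements mix arrays of groups that differ from each other. A low share therefore cannot tell an interaction, or a response at both times, from any other difference between the groups.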

How the results depend on the processing

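The tests with the trend with level removed, without the 2 arrays that lay apart and with combined settings were chosen after the results were seen. Under settings not listed below, each total of genes against Control and at both times moved by under 1.5 times, while the split between directions moved more with the scaling. Without the fold minimum, the genes changed against Control were 8719 in Cis 12 h, 6801 in Cis 24 h, 4725 in TM 12 h, 3931 in TM 24 h, 8550 in Cis/TM 12 h and 3579 in Cis/TM 24 h, those between treatments 692 (Cis/TM against Cis, 24 h), 4059 and 2481 (Cis/TM against TM, 12 h and 24 h) and 5053 and 3285 (Cis against TM), those between times 4074 (Cis) and 5021 (Cis/TM), and those at both times 5375 (Cis), 3188 (TM) and 2962 (Cis/TM), because the setting drops a criterion. For Cis/TM against Cis at 12 h, the 0 genes became 52 with an unadjusted p, 41 with array weights, 1 after quantile normalization, 1 with the trend removed, 60 with every cluster and an unadjusted p, 165 with all measured clusters and an unadjusted p, 46 without moderation and with an unadjusted p, and 0 to 5 when 1 array was left out. At 24 h the 277 genes became 182 without moderation, 179 after median centring, 417 with every cluster and an unadjusted p, 891 with all measured clusters and an unadjusted p, and 44 to 350 when 1 array was left out. The 1 gene of TM 24 h against 12 h became 61 with an unadjusted p, 2 without moderation, 10 with array weights, 9 with every cluster, 89 with every cluster and an unadjusted p, 233 with all measured clusters and an unadjusted p, 51 without moderation and with an unadjusted p, and 0 with only its own groups in the fit, the replicate block, quantile normalization, the trend removed, without the 2 arrays or without any 1 array. The genes changed by TM at both times became 813 with only the groups compared in the fit. The interaction at 12 h had 2939 genes with every cluster and an unadjusted p, and 1039 to 2251 when 1 array was left out. All measured clusters with an unadjusted p, which includes clusters without a symbol, gave 7905, 5258, 4408, 2943, 7629 and 2623 against Control (in the order above), 1857 for Cis/TM against TM at 24 h, 4281 and 6210 for the interaction at 12 h and 24 h, 3964 for Cis/TM 24 h against 12 h, and 4016, 2344 and 1957 at both times for Cis, TM and Cis/TM. Over all lists and comparisons with Control, 157 list shifts were called by camera, 31 with an estimated correlation and 250 by fry in either direction, and between treatments 72, 4 and 130. Mitosis had an upward direction by camera without a call in Cis 24 h (median −0.01, adjusted p = 0.764) and Cis/TM 24 h (median 0.03, adjusted p = 0.813). With the trend removed, its values were −0.18 and −0.08 and its direction was downward. In Cis/TM against Cis at 12 h, the proteasome (median 0.06) turned to −0.02 and the spliceosome (median 0.05) to −0.06. The cause was not tested unless stated. The replicate letters pair no arrays, and the block moved no other count by over 1.5 times. Signal over background limits what the arrays show for weakly expressed genes.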

Differences from the paper's values

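The combined settings named below as added were chosen after the values were seen. Counts of the paper were compared with a margin of 1.5 times, and 18 of 27 lay within it. For TM 12 h, the paper's total is 3539 and the total here 2229, and the paper's number of upregulated genes is 2711 against 1656. Of 17 alternatives set before the data were examined, those without a fold minimum (4725 and 2905), with every cluster that has a symbol (2591 and 1909) and without Control B (2485 and 1810) bring both within the margin, and leaving out Control A (2420) does so for the total. The others do not. For upregulated genes in TM 24 h the paper's value is 1530 and the value here 951, and every cluster (1096), leaving out Control B (1163) and leaving out TM 24 h A (1097) bring it within the margin while the others set beforehand do not. For Cis/TM 24 h the paper's total is 2088 against 1293, brought within the margin by every cluster (1474) and by leaving out Control A (1440), Control B (1535) or Control C (1542), and the paper's upregulated genes number 1491 against 836, brought within it by no fold minimum (2091) and by leaving out Control B (1004). The others set beforehand do not bring these within it.

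For genes changed by TM at both times, the paper's total is 1836 and the total here 1223. The settings chosen beforehand with an unadjusted p (1249), trend and robust moderation (1235) or every cluster (1404), and without Control A (1366), Control B (1460), TM 24 h A (1289) or TM 24 h B (1237), bring it within the margin, and the others do not. The paper's upregulated genes at both times under TM number 1449 against 895, brought within the margin by no fold minimum (2062), every cluster (1030), and leaving out Control B (1077) or TM 24 h A (996). For cisplatin/TM at both times the paper's total is 1576 against 989, brought within it by every cluster (1138) and by leaving out Cis/TM 24 h replicate C (1052), Control A (1134), Control B (1216) or Control C (1134), and the paper's upregulated genes number 1143 against 634, brought within it by no fold minimum (1709) and leaving out Control B (799). No other setting chosen beforehand does so. With every cluster and an unadjusted p, an added setting, the 9 values become 2680, 1957, 1122, 1531, 1007, 1445, 1049, 1173 and 766 in the order given, all within the margin, and with all measured clusters and an unadjusted p, also added, 4408, 2481, 1473, 2623, 1430, 2344, 1321, 1957 and 1015, all within it. Leaving out the 2 arrays that lay apart, added as well, closes the upregulated genes of TM 24 h (1103) and the genes changed by TM at both times (1299, and 1003 upregulated), and no moderation with an unadjusted p closes the total of TM at both times (1239).

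The paper names RNA polymerase among the leading pathways of cisplatin/TM and as shared by all treatments. Here 3 of 29 RNA polymerase genes were raised at both times by cisplatin/TM (one-sided Fisher's exact test, adjusted p = 0.153). Without Cis/TM 24 h replicate C the adjusted p of this test was 0.0146. In all, 17 of the 29 were raised at 12 h, these 3 among them. In the paper's Figure 4G, read by eye, most pathways are strongest under cisplatin/TM, whereas of its 10 pathways the smallest unadjusted p of enrichment fell to cisplatin in 6, to TM in 2 and to cisplatin/TM in 2, and the smallest adjusted p in 5, 3 and 2. These p-values come from 1625, 895 and 634 raised genes, respectively, and depend on those sizes. The paper states that cell cycle, repair and damage response pathways changed more under cisplatin/TM than under either drug. Between Cis/TM and Cis, limma called 0 genes at 12 h (52 at an unadjusted p under 0.05) and 277 at 24 h. By camera, 11 lists lay higher and 7 lower under cisplatin/TM at 12 h, the higher ones including DNA replication, mismatch repair, homologous recombination, nucleotide excision repair, the checkpoint, replication initiation and crosslink repair, and 0 of these calls held with an estimated correlation. At 24 h 1 lay higher and 21 lower, and 2 of these calls held. The 277 genes split into 84 higher and 193 lower, whereas 121 were higher and 93 lower with the trend with level removed. Against TM, 8 lists lay higher and 6 lower in Cis/TM 12 h, and 10 higher and 8 lower in Cis/TM 24 h. With an estimated correlation 1 of these calls held at each time. Of 37 p53 target genes, 14 were higher and 1 lower than under TM at 12 h, and 7 higher and none lower at 24 h. Homologous recombination had 1 of 29 members higher and 5 lower at 12 h. In Figure 4I, read by eye, RT-qPCR of FAN1 and CLSPN at 24 h stands below control under TM and higher under cisplatin/TM than under cisplatin. On the arrays CLSPN rose in TM 24 h by 0.59 and FAN1 had 0.38, and Cis/TM 24 h minus Cis 24 h was 0.05 for CLSPN (adjusted p = 0.859) and 0.07 for FAN1 (adjusted p = 0.908).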

Other observations

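None of the tests in these paragraphs was chosen after the result was seen. ATP7A, the copper exporter studied in the paper, fell at the level of mRNA by 1.75 in Cis 12 h (standard error 0.16, adjusted p = 2.4e-08) and by 1.52 in Cis/TM 12 h (standard error 0.16, adjusted p = 1.9e-07), in 3 of 3 arrays below the controls. It had a log2 fold change of −0.56 in Cis 24 h (adjusted p = 0.00898, below the fold minimum), 0.04 in Cis/TM 24 h (adjusted p = 0.88), −0.39 in TM 12 h (adjusted p = 0.11) and −0.41 in TM 24 h (adjusted p = 0.0718). Of 24 genes of copper handling, 6 rose and 3 fell in Cis 12 h and 5 rose and 2 fell in Cis/TM 12 h, while TM raised 1 at each time. That gene was ATOX1, the copper chaperone that delivers copper to ATP7A, with 0.81 in TM 12 h (standard error 0.15, adjusted p = 5.3e-04), 0.60 in TM 24 h (standard error 0.13, adjusted p = 0.0031) and 1.51 in Cis 12 h (standard error 0.13, adjusted p = 2.0e-08). Of 10 metallothioneins, which bind metals, MT1E fell by 1.30 (standard error 0.13, adjusted p = 1.1e-06) and MT1G by 0.64 (standard error 0.11, adjusted p = 4.7e-04) in Cis/TM 24 h. MT1X rose by 1.62 in Cis 12 h (standard error 0.10, adjusted p = 3.0e-10). Cis/TM 12 h also raised 1 and lowered 0 of the 10 (median 0.15), and Cis 24 h raised 0 and lowered 1 (median −0.25).

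Of 74 genes of oxidative phosphorylation, 43 rose and none fell in Cis 12 h (43 adjusted over the list alone, median 0.69, camera adjusted p = 3.6e-14, and adjusted p = 0.0204 with an estimated correlation). Cis/TM 12 h raised 37 and lowered none (median 0.61, adjusted p = 0.0217 with an estimated correlation), TM 12 h and Cis 24 h each raised 21 and lowered none, and Cis/TM 24 h raised 4. CYC1, of respiratory complex III, rose by 1.88 in Cis 12 h (standard error 0.16, adjusted p = 1.0e-08) and 1.41 in TM 12 h (standard error 0.17, adjusted p = 1.6e-05). The study names this pathway from the same arrays, so the list is not independent evidence. Of 38 NF-kB targets and cytokines, 16 rose and none fell in Cis 12 h (median 0.44, camera adjusted p = 5.7e-05, and adjusted p = 0.0156 with an estimated correlation), including PLAUR, the urokinase receptor, with 1.69 (standard error 0.14, adjusted p = 6.7e-09). Of 38 interferon-stimulated genes, 12 rose and none fell in Cis/TM 24 h (12 adjusted over the list alone, median 0.30, camera adjusted p = 5.4e-06, and adjusted p = 0.0367 with an estimated correlation), with IFI35 at 1.10 (standard error 0.15, adjusted p = 4.4e-05) and IFIT2 at 1.06 (standard error 0.14, adjusted p = 2.5e-05), while Cis 24 h raised 10 and lowered none (median 0.37, adjusted p = 0.0616 with an estimated correlation) and TM 24 h raised none and lowered 2. Cis/TM 24 h minus Cis 24 h had a median of −0.05 in this list. Markers of luminal epithelial cells had a median of −0.09 in Cis/TM 24 h, with 0 raised, 1 lowered and 22 not called. Cis 12 h raised 5 and lowered 1 (median 0.10), and Cis 24 h and Cis/TM 12 h each raised 4 and lowered 1 (medians −0.08 and −0.06). In Cis 12 h against TM 12 h, 6 were higher and 0 lower (camera adjusted p = 0.0066, and adjusted p = 0.228 with an estimated correlation).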
